# Contribution of Complex I NADH Dehydrogenase to Respiratory Energy Coupling in Glucose-Grown Cultures of *Ogataea parapolymorpha*

**DOI:** 10.1128/AEM.00678-20

**Published:** 2020-07-20

**Authors:** Hannes Juergens, Xavier D. V. Hakkaart, Jildau E. Bras, André Vente, Liang Wu, Kirsten R. Benjamin, Jack T. Pronk, Pascale Daran-Lapujade, Robert Mans

**Keywords:** bioenergetics, bioreactor, chemostat, *Hansenula polymorpha*, NADH, P/O ratio, proteomics, respiration, retentostat, transcriptomics

## Abstract

The thermotolerant yeast Ogataea parapolymorpha (formerly Hansenula polymorpha) is an industrially relevant production host that exhibits a fully respiratory sugar metabolism in aerobic batch cultures. NADH-derived electrons can enter its mitochondrial respiratory chain either via a proton-translocating complex I NADH-dehydrogenase or via three putative alternative NADH dehydrogenases. This respiratory entry point affects the amount of ATP produced per NADH/O_2_ consumed and therefore impacts the maximum yield of biomass and/or cellular products from a given amount of substrate. To investigate the physiological importance of complex I, a wild-type O. parapolymorpha strain and a congenic complex I-deficient mutant were grown on glucose in aerobic batch, chemostat, and retentostat cultures in bioreactors. In batch cultures, the two strains exhibited a fully respiratory metabolism and showed the same growth rates and biomass yields, indicating that, under these conditions, the contribution of NADH oxidation via complex I was negligible. Both strains also exhibited a respiratory metabolism in glucose-limited chemostat cultures, but the complex I-deficient mutant showed considerably reduced biomass yields on substrate and oxygen, consistent with a lower efficiency of respiratory energy coupling. In glucose-limited retentostat cultures at specific growth rates down to ∼0.001 h^−1^, both O. parapolymorpha strains showed high viability. Maintenance energy requirements at these extremely low growth rates were approximately 3-fold lower than estimated from faster-growing chemostat cultures, indicating a stringent-response-like behavior. Quantitative transcriptome and proteome analyses indicated condition-dependent expression patterns of complex I subunits and of alternative NADH dehydrogenases that were consistent with physiological observations.

**IMPORTANCE** Since popular microbial cell factories have typically not been selected for efficient respiratory energy coupling, their ATP yields from sugar catabolism are often suboptimal. In aerobic industrial processes, suboptimal energy coupling results in reduced product yields on sugar, increased process costs for oxygen transfer, and volumetric productivity limitations due to limitations in gas transfer and cooling. This study provides insights into the contribution of mechanisms of respiratory energy coupling in the yeast cell factory Ogataea parapolymorpha under different growth conditions and provides a basis for rational improvement of energy coupling in yeast cell factories. Analysis of energy metabolism of O. parapolymorpha at extremely low specific growth rates indicated that this yeast reduces its energy requirements for cellular maintenance under extreme energy limitation. Exploration of the mechanisms for this increased energetic efficiency may contribute to an optimization of the performance of industrial processes with slow-growing eukaryotic cell factories.

## Abstract (precis)

Since popular microbial cell factories have typically not been selected for efficient respiratory energy coupling, their ATP yields from sugar catabolism are often suboptimal. In aerobic industrial processes, suboptimal energy coupling results in reduced product yields on sugar, increased process costs for oxygen transfer, and volumetric productivity limitations due to limitations in gas transfer and cooling. This study provides insights into the contribution of mechanisms of respiratory energy coupling in the yeast cell factory Ogataea parapolymorpha under different growth conditions and provides a basis for rational improvement of energy coupling in yeast cell factories. Analysis of energy metabolism of O. parapolymorpha at extremely low specific growth rates indicated that this yeast reduces its energy requirements for cellular maintenance under extreme energy limitation. Exploration of the mechanisms for this increased energetic efficiency may contribute to an optimization of the performance of industrial processes with slow-growing eukaryotic cell factories.

## INTRODUCTION

Crabtree-negative yeast species, which exhibit a respiratory sugar catabolism in aerobic batch cultures, are popular platforms for industrial production of proteins (1–5). The methylotrophic, Crabtree-negative yeasts Ogataea polymorpha and Ogataea parapolymorpha (6), both formerly known as Hansenula polymorpha, are popular protein expression platforms because of the availability of very strong but tightly controllable, methanol-inducible promoters. They are able to consume a wide range of carbon sources and assimilate nitrate, are thermotolerant up to 50°C, and exhibit fast, virtually by-product-free aerobic growth on glucose (7–9).

Since formation of proteins and other nondissimilatory products from sugars requires a net input of cellular energy, efficient energy coupling of respiratory sugar catabolism is an important property of microbial protein production hosts. Respiratory energy coupling can be quantified by the P/O ratio, which represents the number of moles of ATP generated per mole of oxygen atoms reduced by the respiratory chain (10). In yeasts, the P/O ratio is dictated by the *in vivo* stoichiometries of electron transfer and proton translocation by respiratory chain complexes in the inner mitochondrial membrane, as well as by the stoichiometry of proton influx and ATP generation by the mitochondrial ATP synthase (11). Different respiratory chain components (Fig. 1) can overlap in their catalytic activities while exhibiting different stoichiometries of electron transfer and proton translocation, resulting in different P/O ratios (12). Whereas the canonical machinery for transfer of electrons from ubiquinone to oxygen (cytochrome *bc*_1_ complex or complex III and cytochrome *c* oxidase or complex IV) is strongly conserved among industrially relevant yeasts and fungi, major differences exist in coupling of the oxidation of mitochondrial NADH to the reduction of ubiquinone (13–15).

**FIG 1:**
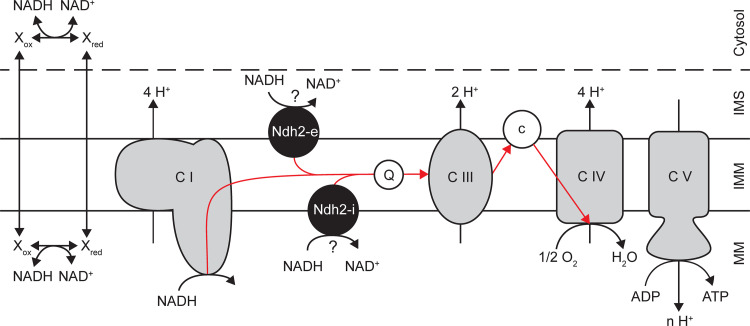
Putative respiratory chain structure of Ogataea (para)polymorpha illustrating routes to couple direct NADH oxidation to ATP formation. Respiratory complex I (C I) and possibly an internal alternative NADH dehydrogenase(s) (Ndh2-i) oxidize NADH in the mitochondrial matrix (MM). NADH generated in the cytosol can be directly oxidized by an external alternative NADH dehydrogenase(s) (Ndh2-e). Shuttles, consisting of a corresponding pair of cytosolic and mitochondrial dehydrogenases, might exist which can indirectly translocate NADH over the inner mitochondrial membrane (IMM). All NADH-oxidizing respiratory enzymes donate electrons (red arrows) to the quinone pool (Q), from which they are funneled linearly through the rest of the respiratory chain, consisting of complex III (C III), cytochrome *c* (C), and complex IV (C IV), before reduction of oxygen to water. Contrary to many other complex I-harboring yeasts, O. (para)polymorpha does not possess an alternative oxidase (15). Respiratory complexes I, III, and IV, but not Ndh2, contribute to the proton gradient across the inner mitochondrial membrane which is utilized by mitochondrial F_o_F_1_ ATPase, complex V (C V), for formation of ATP. The dashed line represents the outer mitochondrial membrane. IMS, intermembrane space.

The respiratory chains of the industrially relevant yeasts Saccharomyces cerevisiae and Kluyveromyces lactis lack the large, multisubunit proton-translocating complex I NADH:ubiquinone oxidoreductase. Instead, they rely on a single-subunit, internal alternative NADH:ubiquinone oxidoreductase (Ndi1, generally referred to as internal alternative NADH dehydrogenase) that does not translocate protons (14, 16–18). Other yeasts and fungi, such as Yarrowia lipolytica (19), exclusively utilize complex I for respiratory oxidation of mitochondrial NADH or can express both complex I and an internal alternative NADH dehydrogenase, e.g., Neurospora crassa (20). O. polymorpha and its methylotrophic relative Pichia pastoris harbor complex I but also exhibit alternative NADH dehydrogenase activity. However, for the alternative NADH dehydrogenases, it is not known whether their catalytic sites for NADH oxidation face the mitochondrial matrix or the cytosol (21, 22) (Fig. 1).

In organisms which can synthesize both complex I and alternative NADH dehydrogenase(s), the relative contribution of these systems under industrially relevant conditions has not been fully elucidated. In several yeasts and fungi, studies performed with complex I inhibitors found that there was little or no impact on specific growth rates in batch cultures or that complex I activity was higher in late-exponential and/or stationary-phase cultures (21, 23–25), suggesting that the *in vivo* contribution of complex I may depend on the specific growth rate and/or substrate concentration. ATP from substrate catabolism is used to meet cellular maintenance energy requirements as well as formation of new biomass (26). Differences in respiratory energy coupling are therefore reflected in the biomass yield on the energy substrate (which serves as the electron donor for catabolism) (27). Since respiratory oxidation of NADH via complex I and alternative NADH dehydrogenase(s) results in different P/O ratios, the contribution of these systems can be assessed by quantitative analysis of biomass yields on sugar and oxygen of strains in which specific systems have been inactivated. Flux balance analysis simulations indicate that, in the absence of product formation and with a constant biomass composition, exclusive use of complex I for oxidation of mitochondrial NADH in respiratory cultures should result in a ca. 25% higher biomass yield on glucose than exclusive use of internal alternative NADH dehydrogenase (28).

Biomass yields and maintenance energy requirements of the yeasts S. cerevisiae and P. pastoris were previously studied under extreme glucose limitation in retentostat cultures (29–31). Retentostats are continuous cultivation setups with biomass retention in which biomass-specific rates of energy substrate consumption are progressively decreased until they eventually fulfill maintenance energy requirements of only metabolically active cells (32). Maintenance requirements include energy expenses for macromolecular turnover, membrane gradient homeostasis, and protective measures such as detoxification of reactive oxygen species (ROS) (33).

The aim of this study is to quantitatively assess the relative contribution of complex I and the alternative NADH dehydrogenases to respiratory oxidation of NADH, to biomass yields, and to maintenance energy metabolism in O. parapolymorpha. To this end, a complex I-deficient strain was constructed by disruption of the structural gene for the essential Nubm (51 kDa) subunit. The physiology of the mutant strain was then analyzed in aerobic, glucose-grown batch, chemostat, and retentostat cultures in bioreactors, covering a range of specific growth rates, and results were compared to data obtained with the congenic wild-type reference strain. In addition to quantitative analyses of biomass yields and maintenance energy requirements, strain- and condition-dependent adaptations were investigated by transcriptome and proteome analysis.

## RESULTS

### Disruption of complex I has a negligible effect on growth physiology in aerobic, glucose-grown batch cultures.

To assess under which cultivation conditions O. parapolymorpha utilizes complex I, a strain devoid of complex I activity was constructed. The structural gene encoding the essential, nuclearly encoded Nubm (51 kDa) subunit was disrupted in wild-type O. parapolymorpha strain CBS11895 by CRISPR/Cas9-assisted introduction of a single-nucleotide frameshift. Since Nubm, which is part of the peripheral N-module of complex I, contains the NADH-binding pocket (34), the frameshift mutation was expected to abolish complex I-mediated NADH oxidation and block entry of NADH-derived electrons into the enzyme. Whole-genome sequencing of the resulting strain, O. parapolymorpha IMD010, did not reveal any additional mutations in coding sequences.

For an initial physiological comparison, strain IMD010 and its congenic wild-type strain O. parapolymorpha CBS11895 were grown on glucose in aerobic bioreactor batch cultures. Under these glucose-excess conditions, both strains exhibited a specific growth rate of 0.37 h^−1^ (Table 1) and respiratory metabolism with negligible production of extracellular pyruvate (<0.1 mM), citrate (<0.1 mM), and ethanol (<1 mM). Biomass-specific glucose uptake rates and biomass yields of the two strains were not significantly different (Table 1). These observations indicated that complex I does not significantly contribute to NADH oxidation by O. parapolymorpha during aerobic batch cultivation on glucose.

**TABLE 1:** Physiology of wild-type strain O. parapolymorpha CBS11895 and complex I-disrupted mutant IMD010 in aerobic glucose-grown bioreactor batch cultures

Parameter^*a*^	Value for the parameter in:^*b*^		*P* value^*c*^
	CBS11895	IMD010	
μ (1/h)	0.37 ± 0.01	0.37 ± 0.00	0.78
*q*_Glucose_ (mmol glucose/g biomass)/h	−3.88 ± 0.02	−4.01 ± 0.00	0.11
*Y_X_*_/_*_S_* (g biomass/g glucose)	0.53 ± 0.01	0.52 ± 0.00	0.21

a μ, specific growth rate based on measurements of biomass dry weight concentration; *q*_Glucose_, biomass-specific glucose uptake rate during exponential growth phase; *Y_X_*_/_*_S_*, yield of biomass dry weight on glucose during exponential growth phase.

b Reported values are means ± standard errors of the means calculated from two independent cultures where errors smaller than the number of reported digits are rounded to 0.

c Reported *P* values (Student's *t* test) refer to the difference between mean values observed for CBS11895 and those for IMD010.

### Inactivation of complex I decreases biomass yields on glucose and oxygen in glucose-limited chemostat cultures.

To investigate the contribution of complex I at lower specific growth rates and at growth-limiting concentrations of glucose, the wild-type O. parapolymorpha strain CBS11895 and the complex I-deficient strain IMD010 were grown in aerobic, glucose-limited chemostat cultures (Table 2). At a dilution rate of 0.1 h^−1^, steady-state cultures of both strains exhibited a fully respiratory metabolism, without significant by-product formation and with residual glucose concentrations below 10 μM. Biomass protein contents of strains CBS11895 and IMD010 were 0.40 and 0.42 g of protein/g of biomass, respectively. Since the protein fraction of biomass accounts for the majority of the energetic costs of biosynthesis (35), this result indicates that the two strains exhibit similar energetic requirements for biomass formation (*Y_X_*_/ATP_). In agreement with earlier observations (9), the wild-type strain showed a biomass yield of 0.51 g of biomass/g of glucose. A 16% lower biomass yield on glucose for strain IMD010 indicated that, in the absence of a functional complex I, a larger fraction of the substrate needed to be respired to generate the same amount of ATP. Strain IMD010 also exhibited a 30% lower biomass yield on oxygen (Table 2), which, under the assumption of similar *Y_X_*_/ATP_ values and negligible maintenance energy requirements in these cultures, is equivalent to a 30% lower *in vivo* P/O ratio (23). Considering that alternative NADH dehydrogenases do not translocate protons and therefore are expected to conserve 40% less ATP than complex I (10, 13), the 30% lower *in vivo* P/O ratio is consistent with the phenotype expected when oxidation of mitochondrial NADH from glucose catabolism occurs via complex I in strain CBS11895 and is replaced by oxidation via alternative NADH dehydrogenase(s) in strain IMD010. Similar differences between strains CBS11895 and IMD010 were observed at a dilution rate of 0.025 h^−1^ (see Table S1 in the supplemental material).

**TABLE 2:** Physiology of wild-type O. parapolymorpha strain CBS11895 and complex I-disrupted mutant IMD010 in aerobic glucose-limited chemostat cultures at a dilution rate of 0.1 h^−1^

Parameter^*a*^	Value for the parameter in:^*b*^		*P* value^*c*^
	CBS11895	IMD010	
Actual dilution rate (1/h)	0.099 ± 0.000	0.100 ± 0.001	
Reservoir glucose (g/liter)	7.37 ± 0.02	7.40 ± 0.00	
Residual glucose (mM)	BDL	BDL	
*Y_X_*_/_*_S_* (g biomass/g glucose)	0.51 ± 0.00	0.43 ± 0.00	0.003
*Y*_X/O2_ (g biomass/g O_2_)	1.26 ± 0.01	0.88 ± 0.01	0.002
RQ	1.03 ± 0.00	1.03 ± 0.01	0.91
*q*_Glucose_ (mmol/g biomass)/h	−1.08 ± 0.01	−1.27 ± 0.01	0.005
*q*_CO2_ (mmol/g biomass)/h	2.52 ± 0.02	3.64 ± 0.04	0.005
*q*_O2_ (mmol/g biomass)/h	−2.44 ± 0.03	−3.54 ± 0.06	0.013
*C_X_* (g biomass/liter)	3.73 ± 0.02	3.21 ± 0.01	0.009
Protein content (g protein/g biomass)	0.40 ± 0.01	0.42 ± 0.00	0.22
Cell viability (%)	99.6 ± 0.0	99.9 ± 0.0	0.011
Carbon recovery (%)	99.5 ± 0.2	99.9 ± 0.4	0.53

a *Y_X_*_/_*_S_* and *Y_X_*_/O2_, yield of biomass dry weight on glucose and oxygen, respectively; RQ, respiratory quotient; *q*_Glucose_, *q*_CO2_, and *q*_O2_, biomass-specific uptake/production rates of glucose, CO_2_, and O_2_, respectively; *C_X_*, biomass dry weight concentration.

b Reported values are means ± standard errors of the means calculated from two independent steady-state cultures where errors smaller than the number of reported digits are rounded to 0. BDL, below the detection limit (10 μM). Reported cell viability is based on propidium-iodide staining. Carbon recovery calculations are based on a biomass carbon content of 48% (wt/wt).

c Reported *P* values (Student's *t* test) refer to the difference between mean values observed for CBS11895 and those for IMD010.

### O. parapolymorpha decreases its maintenance energy requirements at near-zero growth rates in retentostat cultures, independent of complex I.

Based on retentostat experiments with S. cerevisiae, maintenance energy requirements of yeasts were initially assumed to be growth rate independent (30, 31). This conclusion was in marked contrast with observations on several bacteria, in which a stringent response leads to decreased maintenance energy requirements at very low specific growth rates (36–38). Recent experiments on aerobic, glucose-limited retentostats of the Crabtree-negative yeast P. pastoris showed that, similarly, maintenance energy requirements at near-zero growth rates were approximately 3-fold lower than predicted from data obtained at higher specific growth rates (29). While these results indicate a stringent-response-like adaptation of non-*Saccharomyces* yeasts at near-zero growth rates, it is unclear whether this is related to their expression of a functional complex I NADH dehydrogenase. O. parapolymorpha, like P. pastoris, harbors both complex I and alternative NADH dehydrogenases, and we tested if a similar modulation of maintenance energy requirements occurred in O. parapolymorpha and if this was partly caused by a redistribution of respiratory flux to complex I.

Maintenance energy requirement (*m_S_*) and maximum theoretical biomass yield (*Y_X_*_/_*_S_*^max^) (26) values of O. parapolymorpha strains CBS11895 and IMD010 were first estimated from biomass-specific glucose uptake rates of aerobic, glucose-limited chemostat cultures grown at 0.025 h^−1^ and 0.1 h^−1^. Consistent with a lower energetic efficiency of the complex I-deficient strain IMD010, its estimated *m_S_* was higher (0.0241 ± 0.0008 versus 0.0142 ± 0.0008 [g glucose/g biomass]/h) and its *Y_X_*_/_*_S_*^max^ was lower (0.485 ± 0.003 versus 0.545 ± 0.003 g of biomass/g of glucose) than values obtained with the wild-type strain CBS11895 (Fig. S1).

During 23 days of retentostat cultivation, specific growth rates of strains CBS11895 and IMD010 decreased to approximately 0.001 h^−1^, corresponding to a doubling time of over 28 days. As biomass concentrations in the retentostats increased and the specific growth rate progressively decreased, culture viability, measured by propidium iodide (PI) staining and CFU counts, remained near 100% (Fig. 2 and Fig. S2). At near-zero growth rates, the biomass protein content of CBS11895 decreased to 0.33 g of protein/g of biomass, while biomass composition of strain IMD010 remained the same as that observed in chemostat cultures at higher specific growth rates (Fig. S3). In the retentostats, the biomass-specific glucose uptake rates (*q_S_*) of both strains decreased below the *m_S_* values estimated from chemostat data, reaching 0.0062 ± 0.0001 and 0.0081 ± 0.0002 (g glucose/g biomass)/h at the end of retentostat cultivation for strains CBS11895 and IMD010, respectively (Fig. 3). By performing linear regression on sections of adjacent sample points, *m_S_* values were estimated throughout the retentostat cultivation runs from μ and *q_S_* values (Fig. 4). From this analysis, *m_S_* values of both strains were found to decrease during retentostat cultivation to values that were 2.5- to 3-fold lower than those estimated from chemostat data (Fig. 4). In accordance with an *m_S_* value that was lower than expected, biomass concentrations of CBS11895 during the retentostat cultivation increased above the maximum level predicted based on a growth rate-independent *m_S_* (Fig. 2). These observations demonstrated that at low specific growth rates, similar to P. pastoris, O. parapolymorpha exhibits a growth rate-dependent substrate requirement for maintenance. Since the complex I-deficient O. parapolymorpha strain IMD010 exhibited a decrease in maintenance energy requirements similar to that of the wild-type strain CBS11895 (Fig. 2), this adaptation is independent of the contribution of complex I to respiratory energy coupling.

**FIG 2:**
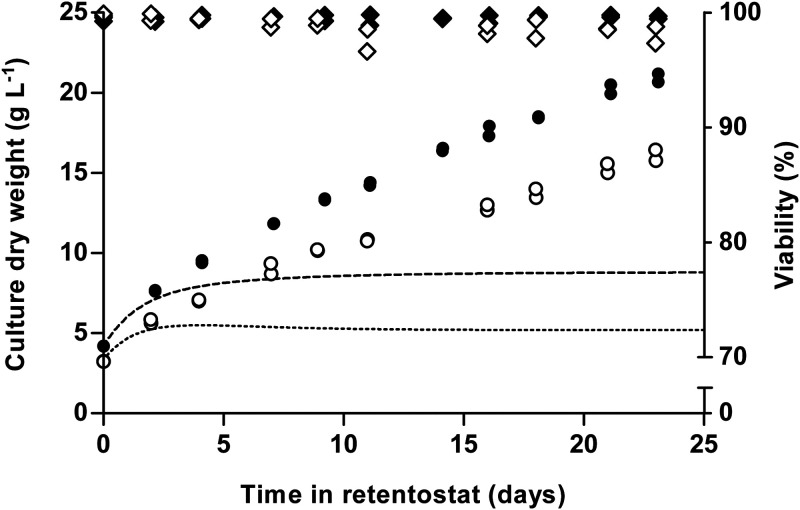
Biomass accumulation profile and viability of aerobic, glucose-limited retentostat cultures of wild-type O. parapolymorpha CBS11895 and the congenic complex I-deficient strain IMD010. The retentostat phase was initiated from steady-state chemostat cultures (*D* = 0.025 h^−1^) at time zero. Depicted are the measured biomass dry weight concentrations (circles) and culture viability based on propidium iodide staining (diamonds) of two independent cultures each of strains CBS11895 (closed symbols) and IMD010 (open symbols), as well as the predicted biomass accumulation profiles of CBS11895 (dashed line) and IMD010 (dotted line) based on *m_S_* and *Y_X_*_/_*_S_*^max^ values estimated from chemostat cultures grown at 0.1 and 0.025 h^−1^. The mean biomass concentration of CBS11895 was significantly higher than of that of IMD010 at each equivalent sampling point (Student's *t* test, *P < *0.05).

**FIG 3:**
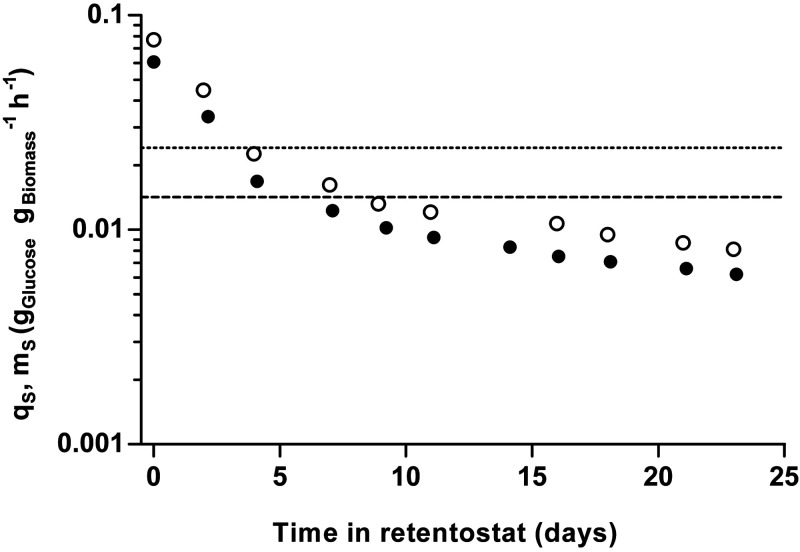
Biomass-specific glucose uptake rates (*q_S_*) during aerobic glucose-limited retentostat cultivation of wild-type O. parapolymorpha CBS11895 and the congenic complex I-deficient strain IMD010. Depicted *q_S_* values are means ± standard errors of the means (error bars smaller than symbol size) of two independent retentostat cultures each of CBS11895 (closed circles) and IMD010 (open circles) and were directly calculated from biomass accumulation. The values plotted at time zero correspond to the *q_S_* value in the steady-state chemostat cultures at 0.025 h^−1^ that preceded the retentostat cultures. Horizontal lines indicate the maintenance energy requirements (*m_S_*) calculated from chemostat cultures grown at 0.1 and 0.025 h^−1^ for strains CBS11895 (dashed) and IMD010 (dotted). With the exception of the values calculated at 7 and 9 days of cultivation, the *q_S_* values of CBS11895 were significantly lower than those of IMD010 at each equivalent sampling point (Student's *t* test, *P < *0.05).

**FIG 4:**
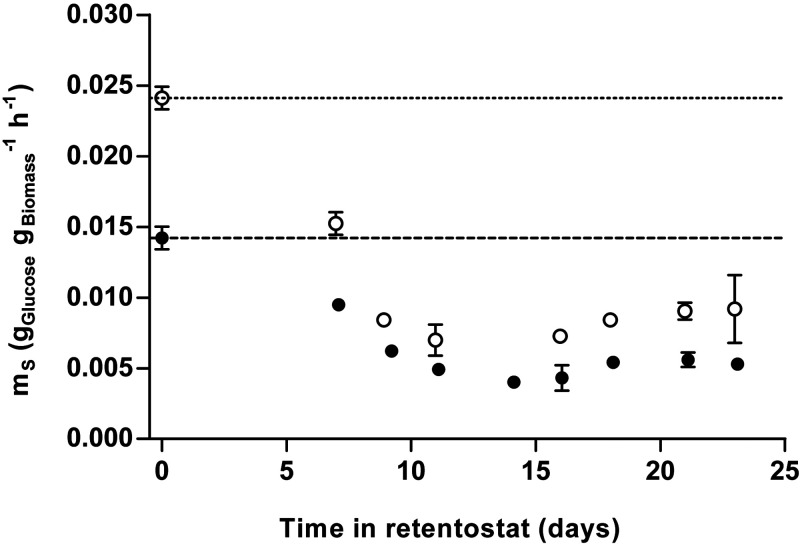
Depicted *m_S_* values are means ± standard errors of the means of two independent retentostat cultures each of strains CBS11895 (closed circles) and IMD010 (open circles) and were calculated via linear regression from sets of corresponding μ and *q_S_* values (directly calculated from biomass accumulation) from five adjacent sample points. The values plotted at time zero correspond to *m_S_* values determined by chemostat cultivation at 0.1 and 0.025 h^−1^, also represented by dashed (CBS11895) and dotted (IMD010) lines. With the exception of time points at 16 (CBS11895) as well as at 7 and 23 (IMD010) days of cultivation, *m_S_* values of both strains were found significantly lower than those determined by chemostat cultivation (Student's *t* test, *P < *0.05).

### Transcriptional adaptations of O. parapolymorpha to lack of functional complex I.

To investigate whether the absence of the complex I Nubm subunit results in transcriptional adaptations in O. parapolymorpha, transcriptome sequencing (RNA-seq) was performed on samples taken from the glucose-grown bioreactor batch cultures, the chemostat cultures grown at dilution rates of 0.1 and 0.025 h^−1^, and from the late-stage retentostat cultures (samples taken after 23 days, at a specific growth rate of ca. 0.001 h^−1^) of strains CBS11895 and IMD010.

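RNA from 2 independent cultures of each strain in each of the 4 culture conditions was sequenced, which gave 16 samples in 8 groups. For each sample, the authors aligned the reads to the CBS11895 (DL-1) assembly, counted them per gene and deposited FPKM values (fragments scaled to the length of the gene and the size of the library) for 5325 protein-coding genes, 80 tRNA genes and 3 rRNA genes. The 16 values of a gene were whole multiples of the value of 1 read, so that the number of reads behind each value was recovered for the 5400 genes with a value above 0 in at least 1 sample. The other 8 genes were at 0 in every sample. The recovered reads added up to between 16522183 and 20898682 per sample, with a median of 18514392.5. These totals alone accounted for the scale of the deposited values in each of the 16 samples, and no TMM factor was found in them.
The number by which the authors divided the reads of a gene was the same in every sample and, for 5398 of the 5400 genes, a whole number, with a range from 1 to 1120, but it was not the annotated length of the gene. FPKM values were therefore compared between cultures within a gene, and between genes only in averages and sums over subunits of complex I. TMM factors were computed from the recovered reads and the deposited FPKM values were divided by them. The 5233 genes with a mean TMM-normalized FPKM of at least 10 in at least 1 of the 8 groups were tested with limma on log2 values after addition of a pseudocount of 1, with all 16 samples in a single fit, and p-values were adjusted over the genes tested by the Benjamini-Hochberg procedure to give the FDR. The tests of edgeR work on counts and were not used on these FPKM values.
With 2 cultures per group, the precision of each value is limited by the number of cultures. The SD over genes of the log2 difference between the 2 cultures of a group was 0.278, 0.135, 0.282 and 0.171 for CBS11895 in batch, in chemostat cultures at 0.1 and 0.025 per h and in retentostat cultures, and 0.145, 0.889, 0.176 and 0.206 for IMD010 in the same order. In the chemostat cultures of IMD010 at 0.1 per h, 119 genes differed between the 2 cultures by more than 2 on the log2 scale, against 0 to 7 in the other groups. Squared differences between the 2 cultures of a group were on average 5.93 to 487 times as large as counting error in the reads alone would give (chi-square per gene).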

To focus on large changes in expression levels, genes were considered significantly differentially expressed between strains CBS11895 and IMD010 when the absolute log_2_ fold change of expression was larger than 2 and the false-discovery rate (FDR) was below 0.001. 

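In chemostat cultures grown at 0.1 per h, transcript levels of 3 of the 5233 genes tested were higher and that of 1 gene was lower in IMD010 at these thresholds, while 2105 genes had an unadjusted p-value under 0.05. In chemostat cultures grown at 0.025 per h, 0 genes were higher and 1 was lower, with 729 genes at an unadjusted p-value under 0.05. In late-stage retentostat cultures, 6 genes were higher and 1 was lower, with 778 genes at an unadjusted p-value under 0.05. At an FDR under 0.05 and without a fold change threshold, 177, 78 and 188 genes differed between the strains under these 3 conditions. In fits of only the 4 samples of each comparison, these numbers were 0, 481 and 1405. The single fit shares its spread over all groups, while the 2 IMD010 cultures at 0.1 per h lay much further apart than others (SD 0.889). Its standard errors at 0.1 per h may therefore be too small. The thresholds also mattered. With an absolute log2 fold change above 1 and an FDR under 0.05, 57 genes were higher and 11 lower at 0.1 per h, 24 higher and 10 lower at 0.025 per h, and 34 higher and 47 lower in retentostat cultures.
At both dilution rates, the gene that was lower was HPODL_03374 (chromosome IV, 622847 to 623125), at 279 bp a short gene. Its transcript level at 0.1 per h was 1410 ± 80.2 TMM-normalized FPKM in CBS11895 and 229 ± 60.2 in IMD010 (mean ± SD, n = 2 cultures), a log2 fold change of −2.64 (standard error 0.21, FDR = 0.000396). At 0.025 per h it was 7086 ± 371 in CBS11895 and 1413 ± 174 in IMD010, a log2 fold change of −2.33 (standard error 0.21, FDR = 0.000719). After removal of a smooth trend on gene length from each sample, the log2 fold changes of this gene were −2.34 and −2.14 with FDRs of 0.00143 and 0.00273, and with the replicate number as a block they were unchanged with FDRs of 0.00103 and 0.0015, so that neither setting left the gene past the FDR threshold at either rate. At 0.025 per h it was also short of this threshold without TMM factors (log2 fold change −2.24, FDR = 0.00125), in a fit of only the 4 samples (FDR = 0.00286) and with voom weights (FDR = 0.00109).
HPODL_04104 (chromosome V, 611678 to 613819) rose from 252 ± 1.98 in CBS11895 to 1106 ± 353 in IMD010 at 0.1 per h, a log2 fold change of 2.09 (standard error 0.19, FDR = 0.00048). This call also changed with the replicate block, where the FDR was 0.00103, and without TMM factors, where the log2 fold change was 1.98. A further gene was higher at 0.1 per h: HPODL_02840 (chromosome VII, 805869 to 806834), named here after its values were seen, with a log2 fold change of 2.05 (standard error 0.21, FDR = 0.000812). It also missed the thresholds with the replicate block (FDR = 0.002) and without TMM factors (log2 fold change 1.94), and in a fit of only the 4 samples at 0.1 per h none of these genes passed (FDR = 0.577 for each).
In retentostat cultures, HPODL_03771 (chromosome V, 4458 to 5960) had 386 ± 6.08 TMM-normalized FPKM in IMD010 against 1.39 ± 0.571 in CBS11895, a log2 fold change of 7.36 (standard error 0.18, FDR = 1.04e-09). HPODL_03768 (chromosome V, 1105 to 1839) had 88.6 ± 16.2 against 0.197 ± 0.193, a log2 fold change of 6.22 (standard error 0.21, FDR = 1.64e-08). The CBS11895 levels of these 2 genes rest on 1 to 6 reads per sample. With a pseudocount of 0.1 their log2 fold changes were 8.08 and 8.38, and with annotated gene lengths 5.29 and 6.61. HPODL_00582 (chromosome III, 739584 to 740792), annotated as a peroxisomal nudix pyrophosphatase, was lower in IMD010, at 2687 ± 142 against 11366 ± 1036, a log2 fold change of −2.08 (standard error 0.17, FDR = 9.08e-05).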

Whereas large differences in growth phenotypes were observed in glucose-limited chemostat and retentostat cultures, the absence of functional complex I only marginally affected the transcriptome of IMD010 grown under these conditions (Fig. 5B). However, while CBS11895 and IMD010 exhibited the same growth phenotypes in glucose-grown batch cultures, a large number of genes were significantly differentially expressed between the strains under these conditions, and most of these showed higher transcript levels in the complex I-deficient strain IMD010 (Fig. 5A). These 419 differentially expressed genes did not contain any of the known subunits of respiratory complex I. Among the set of 275 of the 410 upregulated genes for which an S. cerevisiae orthologue could be identified, the Gene Ontology (GO) terms related to organization and biogenesis of cellular components were enriched (Fig. 5A; see Table S2 for an extended list of enriched GO terms).

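In batch cultures, 366 genes were higher and 8 were lower in IMD010 than in CBS11895 at the same thresholds, so that 97.9% of the 374 genes called were higher in IMD010. Over all 5233 genes tested, 1599 were higher and 2245 were lower at an FDR under 0.05, and the median log2 fold change was −0.21. Without TMM factors, the median of all genes moved up by 0.35 on the log2 scale, and all 441 genes called were higher in IMD010.
With a pseudocount of 1, the gene called with the largest increase was HPODL_03724, annotated as a hypothetical protein of 273 bp on chromosome IV (1214287 to 1214559). Its transcript level was 5.46 ± 0.595 TMM-normalized FPKM in CBS11895 and 238 ± 4.84 in IMD010 (mean ± SD, n = 2 cultures), a log2 fold change of 5.21 (standard error 0.57, FDR = 5.56e-05). HPODL_03046, a hypothetical protein of 255 bp on chromosome VII (1161314 to 1161568), was at 2.27 ± 0.796 in CBS11895 and at 90.8 ± 1.84 in IMD010 (log2 fold change 4.83, standard error 0.49, FDR = 4.04e-05). HPODL_01892, annotated as histone H4 with 312 bp on chromosome VI (1343849 to 1344160), was at 74.6 ± 13.9 and 1974 ± 7.63 (log2 fold change 4.72, standard error 0.55, FDR = 6.89e-05). In the glucose-limited cultures of both strains, group means ran from 80.1 to 295, from 52.9 to 218 and from 1740 to 4709, in the same order. The group set apart was thus CBS11895 in batch. Its 2 samples lay low for short genes in general, with median log2 deviations of −2.14 and −1.43 up to 300 bp and of −1.30 and −0.93 for 301 to 600 bp. With the trend on gene length removed from each sample, the log2 fold changes of these 3 genes were 3.40, 2.94 and 3.06 (FDR = 0.000199, 0.000136 and 0.000238), and the largest increase was then 3.76 for HPODL_02474 (FDR = 0.000852). With a pseudocount of 0.1 it was 6.30 for HPODL_05358 (FDR = 7.9e-05), and with voom weights 5.59 for HPODL_00406 (FDR = 0.000188). These 3 genes were named after their values were seen.
Among the genes that were lower in IMD010, HPODL_01647, a hypothetical protein of 1014 bp on chromosome VI (907919 to 908932), fell from 806 ± 144 to 136 ± 66.4, a log2 fold change of −2.64 (standard error 0.51, FDR = 0.000958). Only 12 to 136 reads per sample lie behind its values, and with the replicate number as a block its FDR was 0.00128, above the threshold. HPODL_04509 (chromosome V, 1306653 to 1307465) fell from 227 ± 123 to 42.3 ± 3.92, a log2 fold change of −2.28 (FDR = 0.000429). HPODL_03723 (chromosome IV, 1211459 to 1213882) fell from 914 ± 254 to 201 ± 1.42, a log2 fold change of −2.15 (FDR = 0.000254). Without TMM factors, HPODL_04509 and HPODL_03723 had log2 fold changes of −1.94 and −1.80, short of the fold change threshold.
The genes that were higher in IMD010 had a median annotated length of 499.5 bp, against 1209 bp for all genes tested and 1581 bp for the genes that were lower. Of the 80 tested genes of at most 300 bp, 40% were called, and their median log2 fold change was 1.63, while the 324 genes of more than 3000 bp had a median of −0.55. Spearman's rho between log2 fold change and length was −0.373 across genes, which are not independent replicates. When the smooth trend on gene length was removed from each sample, 128 genes were higher and 76 were lower in IMD010, and 124 of the 366 genes were also among these 128.

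**Figure D1:**
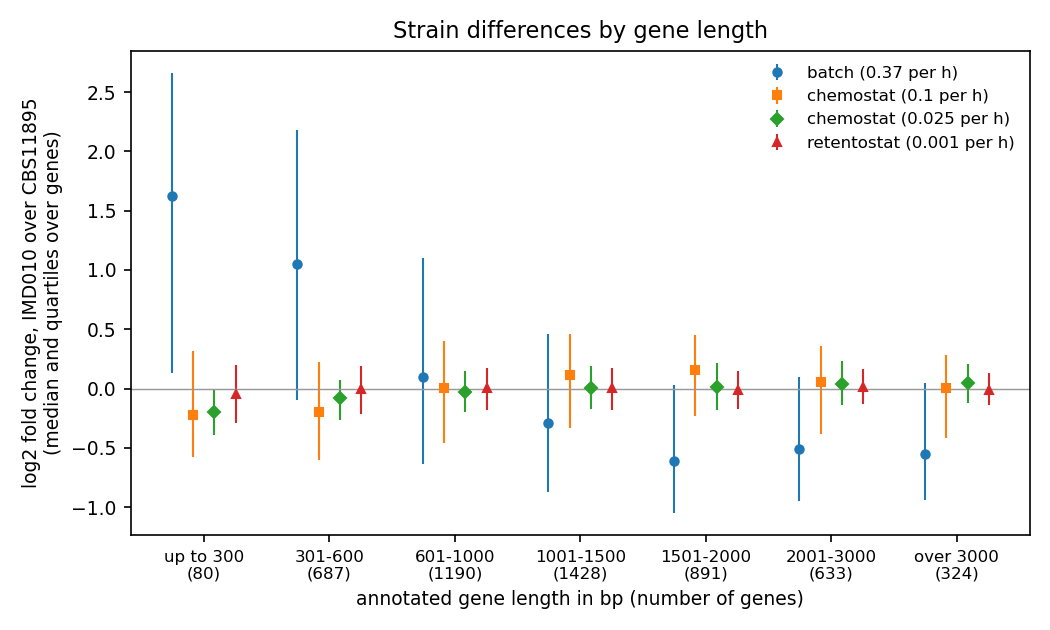
Log2 fold change of transcript levels, IMD010 over CBS11895, by annotated gene length in bp for the 4 culture conditions. Points are medians over the genes of each length class and lines run from the lower to the upper quartile; in batch the medians run from 1.63 at up to 300 bp to −0.55 above 3000 bp, and in the other conditions they lie between −0.22 and 0.16.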

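All 29 nuclear genes in the authors' table of complex I subunits (Table S4) were tested. None of the 7 essential subunits was called between the strains in batch cultures, and their log2 fold changes ran from −1.29 to 0.38. At an FDR under 0.05, 2 of them were lower in IMD010: NUGM (HPODL_03393, chromosome IV, 665929 to 666768; log2 fold change −1.29, standard error 0.30, FDR = 0.00303) and NUKM (HPODL_02758, chromosome VII, 678133 to 678714; log2 fold change −0.86, standard error 0.30, FDR = 0.0247). With p-values adjusted over the 7 genes alone, 1 of them was under 0.05. Of the 22 accessory subunits, which have a median length of 432 bp, 12 were higher and 4 were lower at an FDR under 0.05, both over all genes and over the list alone. The accessory subunit NUYM (HPODL_02906) passed the thresholds of the strain comparison: its transcript level was 36.8 ± 18.4 TMM-normalized FPKM in CBS11895 and 144 ± 31.0 in IMD010 (mean ± SD, n = 2 cultures), a log2 fold change of 2.02 (standard error 0.33, FDR = 0.00038). With the trend on gene length removed, it was 0.86 (FDR = 0.00746), short of the thresholds. NUUM (HPODL_05121), a gene of 259 bp that the legend of Table S4 names but the table leaves out, had a log2 fold change of 1.87 (standard error 0.34, FDR = 0.000671) in batch, short of the fold change threshold, and of −0.0028 (FDR = 0.992) with the length trend removed.
GO annotation and lists of orthologs were not used here. In their place, 10 groups of genes were formed from words in the product names of the 1999 tested genes (38.2%) in the part of the paper's Data Set S1 that was used, and each group's share among the 130 of them that were higher in IMD010 was compared with its share among all 1999 by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 10 groups. Cytosolic ribosomal proteins made up 11 of the 130 genes, from a group of 30 and against 1.95 expected (odds ratio 8.98, adjusted exact p = 1.09e-05). Both histone genes of the group were among the 130 (adjusted exact p = 0.0136). Hypothetical proteins were 55 of the 130, from 603 and against 39.2 expected (odds ratio 1.77, adjusted exact p = 0.0136). None of the 83 transporters and permeases was higher, against 5.40 expected (adjusted exact p = 0.0136). The ribosomal proteins have a median length of 567 bp and the transporters of 1641 bp. With the 667 shortest genes as the background, 0 of the 10 groups had an adjusted p-value under 0.05 and 2 had an unadjusted p-value under 0.05. With the trend on gene length removed, these numbers were again 0 and 2.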

**FIG 5:**
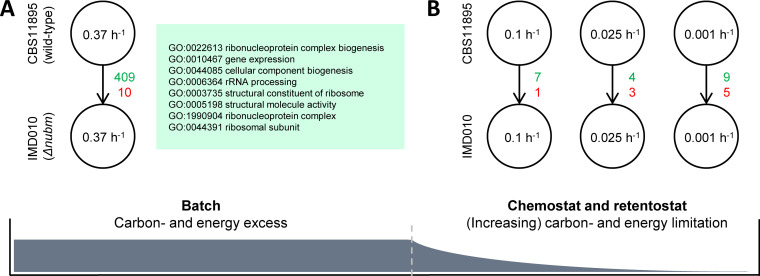
Transcriptional response of O. parapolymorpha to a lack of functional respiratory complex I. Green (upregulated) and red (downregulated) numbers indicate how many genes were found significantly differentially expressed (absolute log_2_ fold change of >2; FDR < 0.001) in strain IMD010 (disrupted complex I Nubm subunit) compared to levels in strain CBS11895 (wild type) in glucose-grown batch cultures (A) and glucose-limited chemostat (0.1 and 0.025 h^−1^) and late-stage retentostat cultures (0.001 h^−1^) (B). Boxed in green are the most highly enriched GO terms within the set of upregulated genes in IMD010 under batch conditions (based on 275 out of 409 genes for which an S. cerevisiae ortholog could be identified) (see Table S2 in the supplemental material for an extended list). Numbers inside circles represent the specific growth rate/dilution rate of the different cultures.

Absence of functional complex I also affected transcriptional adaptations to increasingly lower specific growth rates in glucose-limited cultivation regimes. A total of 1,699 and 1,074 genes whose transcript levels correlated positively or negatively with the specific growth rate in glucose-limited cultures were identified for strains CBS11895 and IMD010, respectively (Fig. 6A). 

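For each gene and strain, TMM-normalized FPKM values of the 6 glucose-limited samples (2 cultures each at 0.1, 0.025 and 0.001 per h) were divided by their mean, and the quotient was regressed by least squares on the specific growth rate. Genes were called growth rate correlated when the F test of the linear term gave a Benjamini-Hochberg adjusted p-value under 0.1 and R2 was above 0.8, and the sign of the slope gave the direction. maSigPro was not used here. At these thresholds, 1528 of the 5233 genes were growth rate correlated in CBS11895, 888 positively and 640 negatively. In IMD010 there were 579 such genes, 287 positively and 292 negatively correlated. Unadjusted p-values under 0.05 were found for 2199 genes in CBS11895 and for 1670 in IMD010. The median over genes of the residual SD around the line was 0.119 in CBS11895 and 0.235 in IMD010, in units of the gene's mean. A model with the replicate number as a block gave 801 positively and 566 negatively correlated genes in CBS11895, and 10 and 4 in IMD010. Without TMM factors, 1359 genes were positively and 350 negatively correlated in CBS11895, and 916 and 172 in IMD010.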

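Of the growth rate-correlated genes, 58.1% were positively correlated in CBS11895 and 49.6% in IMD010. On values without TMM factors, these shares were 79.5% and 84.2%. Mean-normalized levels of the positively correlated genes in CBS11895 averaged 0.729 ± 0.184 at 0.001 per h, 0.875 ± 0.118 at 0.025 per h and 1.40 ± 0.246 at 0.1 per h (SD over 888 genes). The corresponding averages in IMD010 were 0.575 ± 0.222, 0.834 ± 0.141 and 1.59 ± 0.320 (SD over 287 genes). The gene with the steepest positive slope among those positively correlated in both strains was HPODL_04627 (chromosome II, 176040 to 177611). Its transcript level in CBS11895 was 58.8 ± 3.16 TMM-normalized FPKM at 0.001 per h, 357 ± 90.9 at 0.025 per h and 3395 ± 12.2 at 0.1 per h (mean ± SD, n = 2 cultures). In IMD010 it was 63.9 ± 21.6, 470 ± 43.0 and 3890 ± 1428 at the same rates. The slope, in mean-normalized levels per unit of specific growth rate, was 27.8 in CBS11895 and 27.3 in IMD010. HPODL_00623, annotated as a putative secreted protein (chromosome III, 816264 to 817118), came next with slopes of 25.7 and 26.9. Its level rose from 3.09 ± 0.355 to 87.8 ± 12.2 between 0.001 and 0.1 per h in CBS11895 and from 1.69 ± 0.955 to 148 ± 40.1 in IMD010.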

For the majority of these genes, transcript levels correlated positively with the specific growth rate; i.e., expression was lower with low specific growth rates in both CBS11895 and IMD010 (Fig. 6A). Approximately two-thirds of the identified growth rate-correlated genes for strain IMD010 exhibited the same regulation in strain CBS11895, whereas the majority of the genes identified to be growth rate correlated in CBS11895 were specifically identified in this strain background (Fig. 6A). 

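Of the 579 growth rate-correlated genes of IMD010, 424 (73.2%) were called in the same direction in CBS11895, 231 positively and 193 negatively. These 424 genes made up 27.7% of the 1528 genes of CBS11895, which left 1104 genes called in CBS11895 alone. Another 155 genes were called in IMD010 alone, and 0 genes were called in opposite directions. Of the genes called in a single strain, 87.4% of those of CBS11895 and 98.1% of those of IMD010 had a slope of the same sign in the other strain. Whether a slope differed between the strains was tested with an interaction term of slope and strain, which gave 0 genes at an adjusted p-value under 0.1, also 0 of the 1259 genes called in a single strain, and 319 genes at an unadjusted p-value under 0.05. On values without TMM factors, the genes of IMD010 shared with CBS11895 were 68.1% of its own and 43.4% of those of CBS11895, and with the replicate number as a block, where 14 genes were called in IMD010, they were 92.9% and 0.951%.

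**Figure D2:**
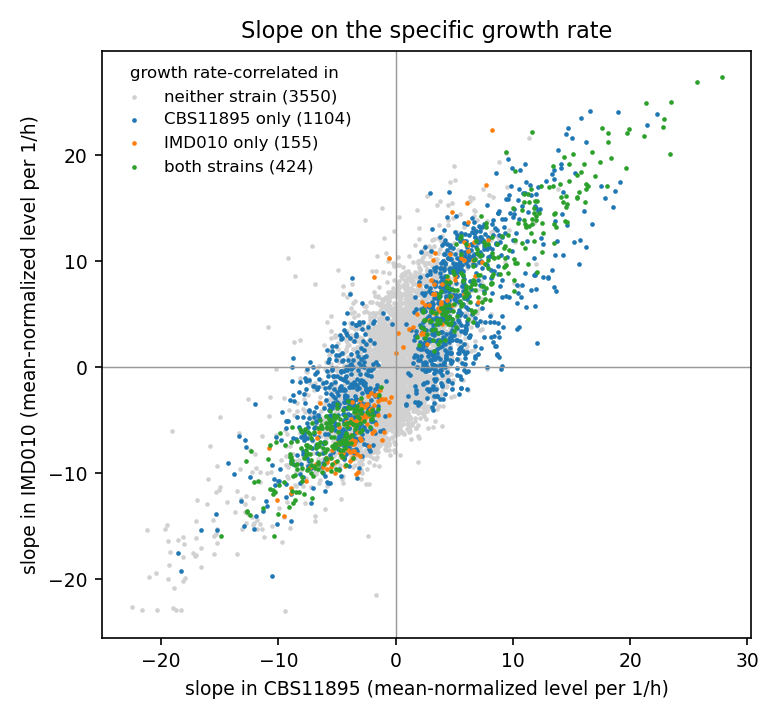
Slope of the mean-normalized transcript level on the specific growth rate for each of the 5233 genes tested, in CBS11895 (horizontal axis) and IMD010 (vertical axis), in mean-normalized level per 1/h. Each point is a gene, colored by the strain in which it was growth rate correlated: 424 genes in both, 1104 in CBS11895 only, 155 in IMD010 only and 3550 in neither.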

The response to the low specific growth rates of both CBS11895 and IMD010 was characterized by the transcriptional downregulation of genes involved in biosynthesis and metabolic processes as indicated by the enrichment of GO terms “biosynthetic process,” “cellular amino acid metabolic process,” and “catalytic activity” in this gene set (231, 54, and 263 out of 414 genes, respectively) (Fig. 6B; see Table S3 for an extended list of enriched GO terms). 

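GO terms were not used here, and the 10 groups by product name were tested in the same way on the genes positively correlated in both strains. Of these genes, 93 were among those with a product name. None of the 10 groups had an adjusted p-value under 0.05, and also 0 groups had an unadjusted p-value under 0.05. Aminoacyl-tRNA synthetases were 2 of the 93 genes, from a group of 19 and against 0.884 expected (odds ratio 2.44, adjusted exact p = 0.830). Replication proteins of the MCM, GINS and CDC45 group were 1, from a group of 6 and against 0.279 expected (odds ratio 4.13, adjusted exact p = 0.830). On values without TMM factors, the set held 249 genes with a product name, among them 7 of the 19 aminoacyl-tRNA synthetases (odds ratio 4.19) and 4 of the 6 replication proteins (odds ratio 14.2), each with an adjusted p-value of 0.0286.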

Among the genes that were positively correlated with the specific growth rate only in strain CBS11895, an enrichment of GO terms related to chromosome organization, DNA binding, and the cytoskeleton was observed, while the GO term “catalytic activity, acting on a tRNA” was enriched in the set of positively correlated genes unique to strain IMD010 (Fig. 6B; Table S3). 

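Among the genes positively correlated in CBS11895 alone, 262 had a product name. Hypothetical proteins were fewer among them than expected, at 57 against 79.0 (odds ratio 0.607, adjusted exact p = 0.0144). Tubulin, kinesin, spindle and kinetochore proteins were 2 of these genes, from a group of 5 and against 0.655 expected (odds ratio 4.44, adjusted exact p = 0.287), and none of the histone genes was among them. Among the genes positively correlated in IMD010 alone, 26 had a product name. Of these, 2 were mitochondrial ribosomal proteins, from a group of 12 and against 0.156 expected (odds ratio 16.3, adjusted exact p = 0.0991), and 0 were aminoacyl-tRNA synthetases, against 0.247 expected. With 26 genes in this set, only large excesses were detectable.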

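In glucose-limited cultures, the genes negatively correlated with the specific growth rate had mean-normalized levels of 1.24 ± 0.158 at 0.001 per h, 1.07 ± 0.0837 at 0.025 per h and 0.690 ± 0.153 at 0.1 per h in CBS11895 (SD over 640 genes). In IMD010, these levels were 1.31 ± 0.148, 1.09 ± 0.0835 and 0.599 ± 0.146 (SD over 292 genes). The gene with the steepest negative slope in both strains was HPODL_04459 (chromosome V, 1214646 to 1215085), with slopes of −14.9 in CBS11895 and −15.9 in IMD010. Its transcript level in CBS11895 was 2096 ± 92.8 TMM-normalized FPKM at 0.001 per h, 1382 ± 154 at 0.025 per h and 206 ± 3.93 at 0.1 per h (mean ± SD, n = 2 cultures). In IMD010 it was 1394 ± 61.5, 710.5 ± 39.3 and 111 ± 0.548. HPODL_00880, a hypothetical protein (chromosome III, 1256427 to 1257854), had slopes of −12.4 and −14.0. Its level fell from 1105 ± 63.1 at 0.001 per h to 211 ± 30.4 at 0.1 per h in CBS11895 and from 811 ± 14.3 to 114 ± 19.4 in IMD010. Of the genes negatively correlated in CBS11895 alone, 165 had a product name. Transporters and permeases were 11 of them, from a group of 83 and against 6.85 expected (adjusted exact p = 0.505), and hypothetical proteins were 66 against 49.8 expected (adjusted exact p = 0.0587). None of the 10 groups by product name had an adjusted p-value under 0.05 in this set, and 1 had an unadjusted p-value under 0.05.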

Finally, among the smaller sets of genes which exhibited negative correlation of transcript levels with the specific growth rate in glucose-limited cultures, an enrichment of GO terms was detected only for the set of genes uniquely regulated in strain CBS11895 (related to integral membrane components and the endoplasmic reticulum) (Fig. 6B; Table S3).

**FIG 6:**
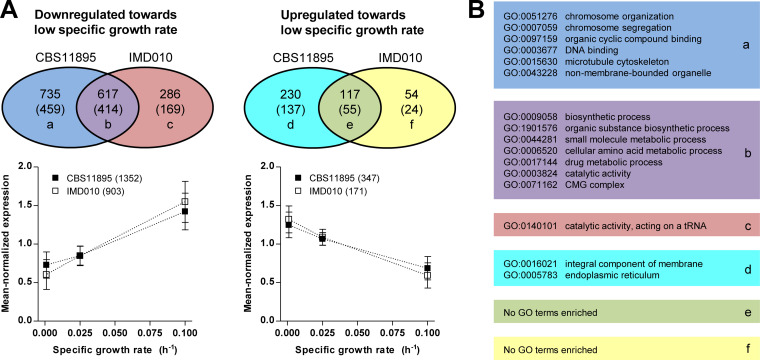
Transcriptional adaptation of wild-type O. parapolymorpha CBS11895 and congenic complex I-deficient strain IMD010 to increasingly lower specific growth rates. (A) The bottom graphs show mean-normalized expression levels of genes identified to be positively (left) and negatively (right) correlated with specific growth rates in strains CBS11895 and IMD010, based on samples taken from glucose-limited chemostat (0.1 and 0.025 h^−1^) and late-stage retentostat (0.001 h^−1^) cultures (data presented as means ± standard deviation). Venn diagrams at the top indicate the overlap between genes identified to be positively (left) and negatively (right) correlated with specific growth rates identified for CBS11895 and IMD010. Numbers in parentheses indicate genes for which an S. cerevisiae ortholog could be identified. (B) Significantly enriched GO terms identified in the sets of genes with growth rate-correlated expression. Colors and lowercase letters correspond to Venn diagrams in panel A. For each set, the two most highly enriched GO terms of a category (biological process, molecular function, and cellular component) are listed, except for set b, for which all significantly enriched GO terms are shown (see Table S3 in the supplemental material for extended list).

### Condition-dependent redistribution of respiratory fluxes between complex I and alternative mechanisms for NADH (re)oxidation.

In glucose-limited chemostat cultures, the complex I-deficient strain O. parapolymorpha IMD010 exhibited a lower biomass yield on substrate and oxygen than the wild-type strain CBS11895 but retained a fully respiratory metabolism. These observations indicated that glucose-limited cultures of strain IMD010 employed an alternative, energetically less efficient mechanism(s), such as alternative NADH dehydrogenase(s), to replace the role of complex I in NADH oxidation. Based on sequence homology to known alternative NADH dehydrogenases and the C-terminal domain unique to this class of enzymes (39), the genome of O. parapolymorpha was predicted to encode three alternative NADH dehydrogenases (Fig. S4), here referred to as Ndh2-1, Ndh2-2, and Ndh2-3 (encoded by HPODL_02792, HPODL_00256, and HPODL_02018, respectively). 

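In the CBS11895 (DL-1) annotation, the gene for Ndh2-1 lies on chromosome VII from 732181 to 733794 (1614 bp), that for Ndh2-2 on chromosome III from 166360 to 168030 (1671 bp) and that for Ndh2-3 on chromosome I from 360799 to 362895 (2097 bp). None of these genes overlaps another annotated gene. HPODL_00256 and HPODL_02018 are annotated as mitochondrial external NADH dehydrogenase, a type II NAD(P)H:quinone oxidoreductase. The part of the paper's Data Set S1 that was used gave no product name for HPODL_02792, so that its annotation could not be compared with these. All were transcribed in every one of the 16 samples: between 356 and 11156 reads per sample were counted on the gene for Ndh2-1, between 5427 and 22402 on that for Ndh2-2 and between 1321 and 8707 on that for Ndh2-3.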

Depending on substrate specificity and localization on the inner mitochondrial membrane, each of these enzymes could potentially contribute to reoxidation of NADH generated in the mitochondrial matrix.

To investigate condition-dependent expression of these alternative dehydrogenases, their protein abundance levels and those of complex I subunits were determined by mass spectrometry (MS)-based proteomics analysis on samples taken from the glucose-grown batch, chemostat (dilution rate of 0.1 and 0.025 h^−1^), and late-stage retentostat cultures (specific growth rate of ca. 0.001 h^−1^) for strains CBS11895 and IMD010. Proteomics analysis of these samples detected 1,351 O. parapolymorpha proteins with high combined detection confidence (FDR of <1%), including the three alternative NADH dehydrogenases as well as nearly all subunits of complex I (see Data Set S1 for protein abundance data).

Mean-normalized transcript and protein abundance levels of the three alternative NADH dehydrogenases were compared to those of the seven essential nuclearly encoded subunits of complex I to investigate their strain- and condition-dependent expression (Fig. 7). In strains CBS11895 and IMD010, transcript levels of the seven complex I subunits were on average 2.3- and 2.6-fold lower, respectively, in glucose-grown batch cultures than in chemostat cultures grown at a dilution rate of 0.1 h^−1^. 

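For each of the 7 subunits, the mean TMM-normalized FPKM of the 2 chemostat cultures at 0.1 per h was divided by that of the 2 batch cultures, and the quotients were averaged. This gave 1.69 ± 0.311 in CBS11895 and 2.67 ± 0.691 in IMD010, where the SD is that between cultures, combined over both groups. In CBS11895, the subunits ranged from 0.924-fold for NUGM to 2.33-fold for NUHM (HPODL_01287, chromosome VI, 332806 to 333402), and 5 of the 7 had an FDR under 0.05. In IMD010 they ranged from 1.48-fold for NUAM (HPODL_03689, chromosome IV, 1156156 to 1158363) to 4.31-fold for NUGM, and 6 of the 7 had an FDR under 0.05. With p-values adjusted over the 7 genes alone, the numbers were 5 and 7. When cultures with the same replicate number were paired, the averages were 1.97 and 1.48 in CBS11895 and 3.45 and 2.06 in IMD010. These cultures were independent, and deviations from the group mean correlated between the paired groups at only 0.12 in CBS11895 and −0.12 in IMD010. The pairs therefore show the spread between cultures and no shared run. Whether the average differed between the strains was not tested. Without TMM factors the average was 2.27 in CBS11895 and 2.58 in IMD010, and with the trend on gene length removed it was 1.53 and 2.80. As ratios of FPKM summed over the subunits with annotated lengths, the values were 1.55 and 2.66. NUGM stood at 494 ± 58.7 TMM-normalized FPKM in batch and 457 ± 15.9 in chemostat cultures of CBS11895, and at 201 ± 25.9 and 866 ± 499.6 in IMD010 (mean ± SD, n = 2 cultures). NUIM (HPODL_02101, chromosome I, 496367 to 497005) stood at 341 ± 45.3 and 701 ± 19.5 in CBS11895 and at 315 ± 61.2 and 986 ± 97.0 in IMD010. NUCM (HPODL_01297, chromosome VI, 347741 to 349003) stood at 3915 ± 652 and 7407 ± 378 in CBS11895 and at 4814 ± 727 and 7561 ± 2154 in IMD010.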

Differences in protein levels of these subunits were more pronounced. In batch cultures of strain CBS11895, these subunits were less abundantly detected, and protein levels were on average 11.3-fold lower than in the chemostat cultures while most subunits were not detected at all in batch cultures of strain IMD010 (Fig. 7; Table S4). In addition to the disrupted Nubm subunit, the Nuhm (24 kDa) subunit of complex I was not detected in any of the proteome analyses on strain IMD010. In contrast to the changes in expression of complex I, in both O. parapolymorpha strains the three alternative NADH dehydrogenases Ndh2-1, Ndh2-2 and Ndh2-3 consistently showed higher transcript and protein levels in batch cultures than in chemostat cultures grown at 0.1 h^−1^ (Fig. 7). These observations are consistent with the similar growth characteristics of strains CBS11895 and IMD010 in glucose-grown batch cultures and support the conclusion that complex I plays an insignificant role in respiratory NADH reoxidation by O. parapolymorpha at high glucose concentrations.

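In CBS11895, the log2 fold change of batch over chemostat cultures at 0.1 per h was 3.70 for Ndh2-1 (standard error 0.19, FDR = 8.85e-08), 1.86 for Ndh2-2 (standard error 0.17, FDR = 4.48e-06) and 2.72 for Ndh2-3 (standard error 0.23, FDR = 2.37e-06). In IMD010 it was 0.97 for Ndh2-1 (FDR = 0.00179), 0.82 for Ndh2-2 (FDR = 0.00234) and 1.46 for Ndh2-3 (FDR = 0.00037), with the same standard errors. All 3 genes were under an FDR of 0.05 in each strain, both over all genes tested and over the list of 3. When the fit was restricted to the 4 samples of the comparison, the FDRs in IMD010 were 0.162, 0.171 and 0.112. Ndh2-2 was at 5405 ± 1118 TMM-normalized FPKM in batch and 1476 ± 8.96 in chemostat cultures of CBS11895, and at 2434 ± 8.05 and 1397 ± 349 in IMD010 (mean ± SD, n = 2 cultures). Ndh2-3 was at 1395 ± 129 and 211 ± 10.1 in CBS11895 and at 627 ± 54.7 and 238 ± 104 in IMD010. Protein levels were not analysed here. From the opposite changes of complex I and the alternative dehydrogenases, together with the growth of both strains in batch cultures, the paper reasons that complex I has little part in respiratory NADH oxidation when glucose is in excess.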

**FIG 7:**
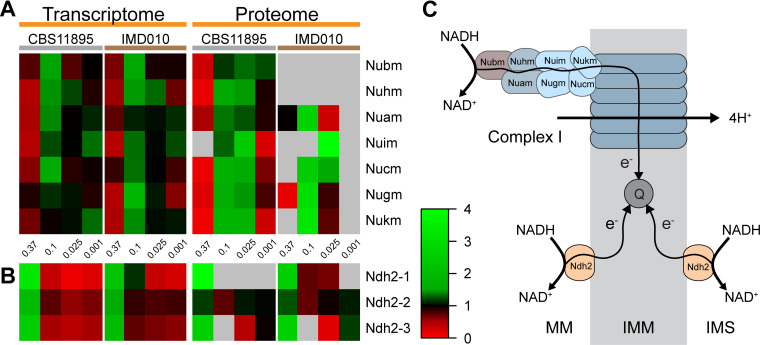
Mean-normalized transcript and protein abundances of essential complex I subunits (A) and alternative NADH dehydrogenases (B) in O. parapolymorpha strains CBS11895 (wild type) and IMD010 (disrupted complex I Nubm subunit). Samples were taken from duplicate independent aerobic, glucose-grown batch (0.37 h^−1^), chemostat (0.1 and 0.025 h^−1^), and late-stage retentostat (0.001 h^−1^) cultures. Transcript and protein abundances were mean normalized separately for each gene and strain. Gray, protein not detected based on criteria described in Materials and Methods. (C) The location and catalyzed reactions of the enzymes. Localization of the three alternative NADH dehydrogenases is unknown, and any of the enzymes could be internally (MM) or externally (IMS) localized. MM, mitochondrial matrix; IMM, inner mitochondrial membrane; IMS, intermembrane space.

Transcript levels of complex I subunits in retentostat cultures were similar to those in chemostat cultures, while the corresponding proteins were less abundantly detected and exhibited lower protein levels. 

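In CBS11895, the average over the 7 essential subunits of the mean level in retentostat cultures divided by that in chemostat cultures at 0.025 per h was 1.09 ± 0.138 (SD between cultures). The subunits ranged from 0.735-fold for NUHM to 1.31-fold for NUIM, and 0 of them had an FDR under 0.05, over all genes or over the list alone, while 2 had an unadjusted p-value under 0.05. In IMD010, the average was 1.02 ± 0.0091, with NUHM lowest at 0.611-fold (log2 fold change −0.71, standard error 0.21, FDR = 0.0279) and NUIM highest at 1.38-fold. NUHM was the only subunit with an FDR under 0.05 in this comparison. With cultures of the same replicate number paired, the averages were 1.23 and 0.977 in CBS11895 and 1.03 and 1.02 in IMD010. Against chemostat cultures at 0.1 per h, the averages were 0.987 ± 0.0482 in CBS11895, with 0 subunits at an FDR under 0.05 and 2 at an unadjusted p-value under 0.05, and 0.794 ± 0.0259 in IMD010, with 3 subunits lower at an FDR under 0.05. With paired cultures, these averages were 0.996 and 0.980 in CBS11895 and 0.826 and 0.854 in IMD010, and with the replicate numbers crossed 0.867 and 0.823 in IMD010, all 4 above 0.794 by more than the SD given.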

In strain CBS11895, protein levels of the represented essential complex I subunits were on average 3.5-fold lower in late-stage retentostats than in chemostat cultures grown at a dilution rate of 0.025 h^−1^. In strain IMD010, most complex I subunits, including the numerous accessory subunits, were not detected under these conditions (Fig. 7; Table S4).

## DISCUSSION

### Contribution of complex I to respiratory glucose metabolism and growth energetics.

Physiological analysis of O. parapolymorpha CBS11895 and its congenic mutant IMD010 showed that the complex I NADH dehydrogenase does not play a major role in respiratory NADH oxidation in aerobic, glucose-grown batch cultures. The reported insensitivity to complex I inhibitors of respiratory rates of aerobic, glucose-grown batch cultures of Candida utilis and Dekkera bruxellensis (23, 25) suggests that the physiological role and regulation of complex I in these facultatively fermentative yeasts resemble that in O. parapolymorpha. In contrast, complex I is essential for growth of the respiratory yeast Yarrowia lipolytica (12) while in the filamentous fungi Neurospora crassa and Aspergillus niger, its absence negatively affects specific growth rates and/or biomass yields in aerobic batch cultures (34, 40).

While aerobic, glucose-limited chemostat cultures of the complex-I deficient strain IMD010 showed lower biomass yields on glucose and oxygen than the reference strain CBS11895, they still exhibited a fully respiratory metabolism. Clearly, another mechanism for oxidation of mitochondrial NADH, with a lower ATP yield from oxidative phosphorylation, compensated for the absence of a functional complex I in these cultures. Since NADH cannot permeate the inner mitochondrial membrane (41), O. parapolymorpha additionally requires a mechanism for respiratory oxidation of NADH generated in the cytosol by glycolysis. By analogy of the situation in S. cerevisiae and other fungi (42, 43), it therefore seemed likely that the O. parapolymorpha genome encodes external alternative NADH dehydrogenase in combination with an NADH shuttle mechanism and/or a matrix-oriented (internal) alternative NADH dehydrogenase. For example, an ethanol-acetaldehyde shuttle in S. cerevisiae has been shown to shuttle electrons from mitochondrial NADH to the cytosol (44). Such a shuttle requires cytosolic and mitochondrial isoenzymes of NAD-linked alcohol dehydrogenase, which are both present in O. parapolymorpha (45, 46).

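Ndh2-1 was at 243 ± 2.33 TMM-normalized FPKM in chemostat cultures of CBS11895 at 0.1 per h and at 1079 ± 350 in those of IMD010 (mean ± SD, n = 2 cultures). Both IMD010 cultures lay above both CBS11895 cultures. The log2 fold change was 2.11 (standard error 0.19, FDR = 0.00048), which passes the thresholds of the strain comparison. With each of the 4 cultures left out in turn it stayed between 1.77 and 2.45. After removal of the trend on gene length it was 2.00 with an FDR of 0.00034, just short of the fold change threshold, as it also was without TMM factors (1.999, FDR = 0.000111). With the replicate number as a block the FDR was 0.00103, and in a fit of only the 4 samples at 0.1 per h it was 0.577, both above the FDR threshold.

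**Figure D3:**
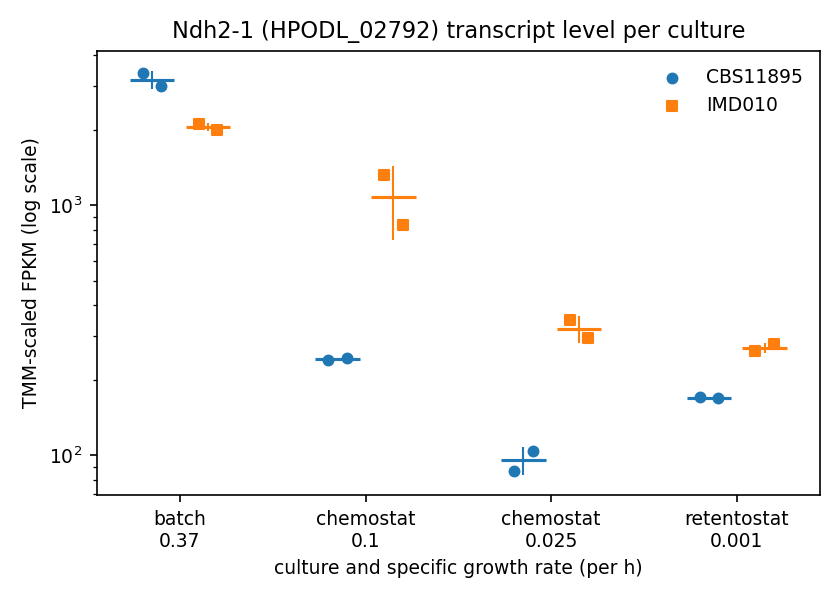
Transcript level of Ndh2-1 in each culture (points), with the group mean (horizontal line) and SD (vertical line, n = 2 cultures), in TMM-normalized FPKM on a log scale, by culture and specific growth rate. In the glucose-limited cultures the IMD010 means of 1079, 321 and 270 lie above the CBS11895 means of 243, 95.5 and 170, and in batch the IMD010 mean of 2053 lies below the CBS11895 mean of 3177.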

Transcript levels of a gene encoding a putative alternative NADH dehydrogenase (Ndh2-1) were significantly higher in glucose-limited chemostat cultures (dilution rate of 0.1 h^−1^) of O. parapolymorpha IMD010 than in the wild type (log_2_ fold change of 2.2). Moreover, Ndh2-1 was detected in the proteome of strain IMD010 grown under these conditions but not in that of strain CBS11895. These observations are consistent with Ndh2-1 being an internal, non-proton-translocating NADH dehydrogenase that can compensate for the absence of functional complex I in the mutant strain IMD010 and in batch cultures of the wild-type strain CBS11895. 

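The transcript level of Ndh2-1 was also higher in IMD010 in chemostat cultures at 0.025 per h, at 321 ± 38.7 against 95.5 ± 12.1 TMM-normalized FPKM (mean ± SD, n = 2 cultures; log2 fold change 1.74, FDR = 0.00122). In retentostat cultures it was 270 ± 12.4 in IMD010 and 170 ± 1.11 in CBS11895 (log2 fold change 0.66, FDR = 0.0991 over all genes and 0.0168 over the list of the 3 dehydrogenases). In batch cultures it was lower in IMD010, at 2053 ± 75.3 against 3177 ± 265 (log2 fold change −0.63, FDR = 0.0122). Ndh2-2 and Ndh2-3 did not differ detectably between the strains at 0.1 per h, with log2 fold changes of −0.10 (FDR = 0.639) and 0.10 (FDR = 0.722). In batch they were lower in IMD010, with log2 fold changes of −1.13 (FDR = 0.000245) and −1.15 (FDR = 0.00116). All genes in the length class of Ndh2-1 and Ndh2-2 had a median log2 fold change of −0.61 in batch, and those in the class of Ndh2-3 of −0.51. The decrease of Ndh2-1 in batch may therefore follow gene length. Those of Ndh2-2 and Ndh2-3 were larger than these medians, and part of them may follow gene length.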

Coexistence of internal alternative NADH dehydrogenase and complex I has been observed in other fungi, including N. crassa (20), C. utilis (23), and A. niger (47).

Proteome and transcriptome analysis of respiratory complex I subunits and alternative NADH dehydrogenases in O. parapolymorpha CBS11895 indicated a switch from energy-efficient respiration via complex I in glucose-limited chemostat cultures to less efficient respiration via alternative NADH dehydrogenases in fast-growing batch cultures. It has been previously suggested that respiratory NADH oxidation by a simple single-subunit NADH dehydrogenase instead of the large multisubunit complex I may be beneficial when energy substrate is abundantly available (12). Expressed per amount of protein, alternative NADH dehydrogenases are likely to allow for faster oxidation of NADH than the multisubunit complex I. A switch to the energetically less efficient alternative dehydrogenases is therefore consistent with a strategy in which metabolic rates are maximized under substrate excess while energy substrate limitation is coupled to optimization of energy efficiency (48, 49). Similar trade-offs involving pathways with a high ATP yield but high protein cost (i.e., low protein efficiency) have been implicated in overflow metabolism in Escherichia coli, S. cerevisiae, and human muscle cells (50, 51).

Analysis of late-stage retentostat cultures suggested a higher utilization of alternative NADH dehydrogenases at extremely low specific growth rates than in faster chemostat cultures. Condition-dependent use of the different NADH dehydrogenases has been suggested to reflect the need to balance energy demand with NAD^+^ regeneration (13, 52) and to prevent reactive oxygen species (ROS) formation, potentially by altering the degree of reduction of the quinone pool (43, 53). Alternative, less efficient respiratory pathways are widespread in yeast (52, 54, 55), and examples exist of species that redirect flux through these pathways under low-energy-substrate conditions to limit ROS formation (56, 57). Apparently, in these organisms decreased ROS formation can outweigh the benefits of increased energetic efficiency under these conditions, and a similar mechanism could be beneficial for long-term survival in O. parapolymorpha at very low specific growth rates as well. Indeed, investigation of the expression of catalase as well as candidate genes for superoxide dismutase and cytochrome *c* peroxidase demonstrated that out of the five genes for which protein abundances could reliably be detected, four were more abundantly expressed at low specific growth rates (see Fig. S5 in the supplemental material).

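Transcript levels of the 6 genes in late-stage retentostat cultures were compared with those in batch cultures, the protein data not being analysed here. In CBS11895, the log2 fold change of retentostat over batch was 2.39 for catalase (HPODL_04626, chromosome II, 173749 to 175272), 1.58 for superoxide dismutase HPODL_01412 (chromosome VI, 532896 to 533399), 1.40 for HPODL_02458 (chromosome VII, 111189 to 111878) and 2.86 for cytochrome c peroxidase (HPODL_03354, chromosome IV, 589601 to 590656), with FDRs from 3.13e-08 to 5.00e-05. HPODL_01412 has 504 bp. Genes of 301 to 600 bp lay low in the 2 CBS11895 batch samples (median log2 deviations −1.30 and −0.93), but not in the retentostat samples (0.21 and 0.21). A large part of its 1.58 may therefore follow gene length. Superoxide dismutase HPODL_01414 (chromosome VI, 534535 to 535290) did not differ detectably (0.15, standard error 0.18, FDR = 0.449), and with the trend on gene length removed its log2 fold change was −0.27 (FDR = 0.108). HPODL_03894 (chromosome V, 208742 to 209857) was lower in retentostat cultures (−2.09, standard error 0.19, FDR = 2.06e-06). In IMD010, the values were 3.28, 2.37, 1.97 and 2.59 for the 4 genes that were higher, −1.13 for HPODL_01414 and −1.27 for HPODL_03894, all with an FDR under 0.05.
Against chemostat cultures at 0.1 per h, the same 4 genes were higher in retentostat cultures of both strains at an FDR under 0.05: log2 fold changes were 0.77, 1.94, 0.93 and 0.69 in CBS11895 and 0.47, 2.38, 1.33 and 0.68 in IMD010. HPODL_01414 and HPODL_03894 were lower in CBS11895, at −0.68 (FDR = 0.0125) and −0.56 (FDR = 0.0424). In IMD010 the former did not differ detectably (−0.15, FDR = 0.492) and the latter was lower (−1.03, FDR = 0.000997). Adjustment over the 6 genes alone changed none of these numbers of genes.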

### Regulation of complex I expression.

Under several of the tested conditions, many essential complex I subunits were not detected in proteome analyses on the mutant strain IMD010. In this strain, the Nuhm (24 kDa) subunit was not even detected in chemostat samples in which other complex I subunits were most abundant. In normal complex I assembly, Nubm and Nuhm, which are both part of the complex I N-module, preassemble into a stable heterodimer which is retained even after breakdown of complex I after inhibition of mitochondrial translation (58). Destabilization of Nuhm caused by deletion of the *NUBM* gene would resemble observations on human complex I, which showed that loss of individual subunits affected protein abundance of other subunits from the same structural module (59).

In mammals, plants, and fungi such as Y. lipolytica and N. crassa, complex I forms respiratory supercomplexes with complexes III and IV (60–63). A study on mammalian cells did not detect formation of supercomplexes with a complex I lacking the Nubm-containing N-module (58). However, the fast respiratory growth of strain IMD010 indicated that, even in the complete absence of the Nubm subunit, O. parapolymorpha expressed a functional respiratory chain. If required for respiration (64), respiratory supercomplexes in strain IMD010 might resemble the supercomplex-like structures observed in S. cerevisiae, which are comprised of complexes III and IV with the internal alternative NADH dehydrogenase Ndi1 (65).

### Maintenance energy requirements in O. parapolymorpha.

Similar to observations in P. pastoris (29) and several bacteria (36–38), O. parapolymorpha modulated its substrate requirements for cellular maintenance (*m_S_*) in a growth rate-dependent manner. At near-zero growth rates, substrate consumption rates were substantially lower than estimated from faster-growing chemostat cultures. Independent of the specific growth rate and in line with the higher P/O ratio enabled by involvement of complex I in respiratory oxidation of NADH, the wild-type strain CBS11895 exhibited lower maintenance energy requirements than the complex I-disrupted strain IMD010 in all glucose-limited chemostat and retentostat cultures. However, complex I did not play a role in the modulation of *m_S_* at low specific growth rates.

Similar to previous work with P. pastoris (29), analysis of the transcriptome data revealed two regulatory patterns in O. parapolymorpha: gene expression that correlated negatively and gene expression that correlated positively with the specific growth rate. In contrast to P. pastoris, the majority of these genes were found to correlate positively with a specific growth rate in O. parapolymorpha and in both strain CBS11895 and IMD010 indicated reduced expression levels of biosynthesis-related genes toward lower growth rates. We were not able to relate these growth rate-correlated genes to the mechanisms responsible for the stringent-response-like response in O. parapolymorpha. However, because many genes of this yeast lack functional annotation as they are unique to O. (para)polymorpha or a small clade of neighboring yeasts, we limited our analysis to ca. 60% of genes that have orthologs in S. cerevisiae, a yeast that does not display a stringent-response-like adaptation at near-zero growth rates (30, 31). Therefore, mining the subset of genes for which no S. cerevisiae ortholog is known could provide novel insights into the mechanism behind the eukaryotic stringent response.

## MATERIALS AND METHODS

### Yeast strains, culture conditions, and maintenance.

The yeast strains used in this study were CBS11895 (DL-1), a wild-type Ogataea parapolymorpha strain ordered from CBS-KNAW (Westerdijk Fungal Biodiversity Institute, Utrecht, The Netherlands), and IMD010, a CBS11895-derived mutant with a disruption in the *NUBM* gene (*nubm^G445GC^*). Strains were grown in an Innova shaker incubator (New Brunswick Scientific, Edison, NJ, USA) set to 30°C and 200 rpm, in 500-ml shake flasks containing 100 ml of medium. Heat-sterilized (120°C for 20 min) YPD medium (10 g liter^−1^ Bacto yeast extract, 20 g liter^−1^ Bacto peptone, 20 g liter^−1^ glucose, demineralized water) was used for strain construction and maintenance. Solid medium was prepared by addition of 2% (wt/vol) agar to YPD medium. Frozen stock cultures were prepared from exponentially growing shake flask cultures by addition of glycerol to a final concentration of 30% (vol/vol) and aseptically stored in 1-ml aliquots at −80°C.

### Molecular biology techniques and strain construction.

Escherichia coli strain DH5α was used for plasmid transformation, amplification, and storage. Plasmids were isolated from E. coli using a GenElute Plasmid Miniprep kit (Sigma-Aldrich, St. Louis, MO, USA). Genomic DNA of yeast colonies used as the template for diagnostic PCR was isolated using the lithium acetate (LiAc)-sodium dodecyl sulfate method (66). Diagnostic PCR was performed using DreamTaq polymerase (Thermo Fisher Scientific, Waltham, MA, USA) and desalted primers (Sigma-Aldrich). DNA fragments obtained by PCR were separated by gel electrophoresis, and PCR purification was performed with a GenElute PCR Clean-Up kit (Sigma-Aldrich).

For the construction of strain IMD010 (*O. parapolymorpha nubm*^G445GC^), the *O. parapolymorpha* open reading frame (ORF) encoding the complex I *NUBM* 51-kDa subunit (*OpNUBM*, locus tag HPODL_04625; GenBank accession number XM_014080963.1) was identified. *OpNUBM* was found via a homology search (blastn [https://blast.ncbi.nlm.nih.gov]) in the O. parapolymorpha CBS11895 (DL-1) RefSeq assembly (NCBI accession number GCF_000187245.1) (67) using the O. polymorpha (Pichia angusta) partial sequence identified as coding for the complex I Nubm subunit (GenBank accession no. AL434382) (21, 68) as input. Other O. parapolymorpha complex I subunits were assigned based on protein sequence homology (tblastn [https://blast.ncbi.nlm.nih.gov]) with known P. pastoris subunits (67, 69, 70). *OpNUBM* was disrupted using the pUDP CRISPR/Cas9 system described previously (71). The guide RNA (gRNA) donor plasmid pUD676 was *de novo* synthesized by GeneArt (Thermo Fisher Scientific) and contained the synthetic 233-bp double-stranded DNA (dsDNA) gRNA construct with a gRNA spacer sequence (5′-CCTGATGTAAATATACGCTG-3′) targeting *OpNUBM* after bp 445 out of 1,467 bp. pUD676 was then integrated into pUDP002 via BsaI-mediated assembly as described previously (71), yielding *OpNUBM*-targeting plasmid pUDP084. For disruption of *OpNUBM*, wild-type O. parapolymorpha was transformed with pUDP084 via electroporation and subjected to a prolonged liquid incubation protocol, as described previously for deletion of *OpADE2* and *OpKU80* (71). Primers 12200 and 12201 (5′-CCCAGCTACGATCTCAAGAC-3′ and 5′-AACTTGGTGCCCGAGTTAC-3′, respectively) were then used for PCR amplification of the *OpNUBM* locus of seven randomly picked single colonies, and subsequent Sanger sequencing (Baseclear, Leiden, The Netherlands) revealed that three out of seven tested colonies contained an indel at the gRNA target site. A single colony of one of the mutants, containing a single cysteine nucleotide insertion between position 445 and 446 of the *OpNUBM* ORF, was restreaked three times subsequently on nonselective YPD medium to remove pUDP084 and renamed IMD010.

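OpNUBM is HPODL_04625, which lies on chromosome II from 171646 to 173112 (1467 bp) and overlaps no other annotated gene. The gene remained transcribed in IMD010, and between 4889 and 13955 reads per sample were counted on it over the 16 samples. Transcript levels in CBS11895 were 2047 ± 119 TMM-normalized FPKM in batch cultures, 2994 ± 63.6 and 1808 ± 91.6 in chemostat cultures at 0.1 and 0.025 per h, and 2320 ± 120.4 in retentostat cultures (mean ± SD, n = 2 cultures). In IMD010 they were 1695 ± 347, 4009 ± 10.9, 2534 ± 121 and 2925 ± 81.0. Log2 fold changes of IMD010 over CBS11895 were −0.29 in batch (standard error 0.14, FDR = 0.0795), 0.42 at 0.1 per h (FDR = 0.0866), 0.49 at 0.025 per h (FDR = 0.121) and 0.33 in retentostat cultures (FDR = 0.267). With p-values adjusted over the 7 essential subunits alone, they were 0.143, 0.0448, 0.0323 and 0.232 in the same order. Without TMM factors, the log2 fold change in batch was 0.06 (FDR = 0.707).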

### Bioreactor cultivation.

Bioreactor cultivation was performed using synthetic medium (SM) with the addition of 0.15 g liter^−1^ of Pluronic 6100 PE antifoaming agent (BASF, Ludwigshafen, Germany). SM was prepared according to C. Verduyn et al. (72) and autoclaved at 120°C for 20 min. Glucose and vitamins (72) were prepared separately and filter sterilized (vitamins) or heat sterilized at 110°C for 20 min (glucose). Bioreactors were inoculated with exponentially growing cells from independent shake flask cultures (grown as described above) with SM and 20 g liter^−1^ of glucose. All cultures were performed in 2-liter benchtop bioreactors (Applikon, Delft, The Netherlands) with initial volumes of 1.4 liters (batch) and working volumes of 1.0 or 1.4 liters (chemostat) or 1.4 liters (retentostat). Cultures were sparged with dried, compressed air (0.5 vvm [volume of gas per volume of liquid per minute]) and stirred at 800 rpm. Temperature was maintained at 30°C, and pH was controlled at 5.0 by automatic addition of a 2 M KOH (batch and chemostat) or 10% (wt/vol) NH_4_OH (retentostat) solution by an ADI 1030 Bio Controller system (Applikon) or by an ez-Control bioreactor controller (Applikon). In chemostats and retentostats, the working volume was maintained by an electrical level sensor that controlled the effluent pump. Culture exhaust gas from bioreactors was cooled with a condenser (2°C) and dried with a Perma Pure dryer (Inacom Instruments, Veenendaal, The Netherlands) prior to online analysis of carbon dioxide and oxygen with a Rosemount NGA 2000 analyzer (Emerson, St. Louis, MO, USA). Batch cultures were performed with 7.5 g liter^−1^ of glucose as the sole carbon source and an initial optical density at 660 nm (OD_660_) of 0.3 (approximately 0.05 g liter^−1^ of biomass dry weight). In chemostat cultures, 7.5 g liter^−1^ of glucose was used as a sole carbon source, and the dilution rate (*D*) was set by maintaining a constant inflow rate. Cultures were assumed to have reached a steady state when, after a minimum of 5 volume changes, the oxygen consumption rate, carbon dioxide production rate, and biomass concentration changed by less than 3% over two consecutive volume changes. Retentostat cultivation was performed essentially as described by C. Rebnegger et al. (29). To predict the accumulation of biomass in retentostat cultures of strains CBS11985 and IMD010, the predictive biomass accumulation script of C. Rebnegger et al. (29) was used with *m_S_* and *Y_X_*_/_*_S_*^max^ values as estimated from chemostat cultures with *D* values of 0.1 and 0.025 h^−1^. Based on the assumption that maintenance energy requirements are growth rate independent, a feeding regime was selected for O. parapolymorpha in which 10 g liter^−1^ of glucose was used for the preceding chemostat phase, and 5 g liter^−1^ was used for the retentostat phase in combination with a 1.2-liter mixing vessel, which was identical to the setup used for the earlier work on retentostat cultivation of P. pastoris (29). The dilution rate was determined by maintaining a constant inflow rate of medium from the mixing vessel, a 3-liter benchtop bioreactor (Applikon) with a working volume of 1.2 liters, and stirred at 500 rpm. The volume in the mixing vessel was kept constant by an electrical level sensor that controlled the feed pump of the mixing vessel. The medium was SM as described above but contained an additional 0.5 ml liter^−1^ of the concentrated trace element solution (1.5× final concentration) and an additional 1 ml liter^−1^ of the vitamin stock solution (2× final concentration) (72). Retentostat cultivation was preceded by a chemostat cultivation (*D* of 0.025 h^−1^) using the same conditions as described for the subsequent retentostat cultivation. During the chemostat phase, the medium flowing into the mixing vessel contained 10 g liter^−1^ of glucose. Once a steady state was achieved, the retentostat phase was initiated by two changes: (i) the medium flowing into the mixing vessel was changed to be drawn from a medium vessel with identical medium composition but with 5 g liter^−1^ of glucose as the limiting compound, and (ii) the culture effluent was redirected through a filtered effluent port, equipped with a hollow stainless steel filter support with an autoclavable hydrophobic polypropylene filter with 0.22-μm pore size (Trace Analytics, Braunschweig, Germany). Prior to heat sterilization, the filter was soaked overnight in a 96% ethanol solution and subsequently rinsed with 1× phosphate-buffered saline (Sigma-Aldrich).

### Biomass measurements.

Optical density was measured at 660 nm on a Jenway 7200 spectrophotometer (Jenway, Staffordshire, UK). For biomass dry weight determination (typically performed in triplicate), exactly 10 ml of culture broth was filtered over predried and preweighed membrane filters (0.45-μm pore size; Pall Corporation, Ann Arbor, MI, USA), which were washed with demineralized water, dried in a microwave oven at 350 W for 20 min, and weighed immediately (73). Samples from chemostat and retentostat cultures were diluted with demineralized water prior to filtration to obtain a biomass dry weight concentration of approximately 2 g liter^−1^. The exact dilution was calculated by weighing the amount of sample and diluent and assuming a density of 1 g ml^−1^ for both fractions. For samples from late-stage retentostat cultures of strain IMD010 (after approximately 14 days and onwards), membrane filters were placed in glass bowls and covered with plastic funnels for microwave drying as under normal drying conditions biomass flakes formed that detached from the membrane filters, preventing accurate determination. Membrane filters were routinely redried and reweighed to ensure complete drying. Biomass protein content was determined using dried bovine serum albumin (BSA) (fatty acid free; Sigma-Aldrich) as described previously (74), with the modifications that NaOH was used instead of KOH and absorbance was measured at 510 instead of at 550 nm. Culture samples were diluted with demineralized water to biomass dry weight concentrations between 2.2 and 3.8 g liter^−1^ prior to protein content analysis.

### Metabolite analysis.

For the determination of extracellular metabolite concentrations during batch fermentations, 1-ml aliquots of culture sample were centrifuged for 3 min at 20,000 × *g*, and the supernatant was used for analysis. Samples from chemostat and retentostat cultures were rapidly quenched with the cold steel beads method (75). Metabolite concentrations were analyzed by high-performance liquid chromatography (HPLC) on an Agilent 1100 HPLC (Agilent Technologies, Santa Clara, CA, USA) with an Aminex HPX-87H ion exchange column (Bio-Rad, Veenendaal, The Netherlands) operated at 60°C with 5 mM H_2_SO_4_ as the mobile phase at a flow rate of 0.6 ml min^−1^.

### Viability assays.

For cell viability determination based on membrane integrity (via propidium iodide [PI]), approximately 0.5 ml of culture broth was sampled into 15 ml of ice-cold 10 mM Na-HEPES buffer (pH 7.2) containing 2% (wt/vol) glucose and kept on ice. Cell concentrations were determined using a Z2 Coulter counter (Beckman Coulter, Fullerton, CA, USA) set to a detection interval of 1.5 to 5.8 μm. The buffered sample was then diluted in isotone II diluent (Beckman Coulter, Woerden, The Netherlands) to a suspension containing 10^7^ cells ml^−1^ and stained with PI (Sigma-Aldrich) as described previously (76). The stained samples were analyzed on an Accuri C6 flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA), equipped with a 488-nm laser, and detected by the FL-3 channel (620-nm band pass filter) for PI staining. Per sample, 30,000 events (cells) were analyzed. The viability was determined using Flowing software, version 2.5.1 (Perrtu Terho, Turku Centre for Biotechnology, University of Turku, Finland), by subtracting the percentage of PI-stained cells from a starting value of 100%. For determination of cell viability based on CFU counts, cultures were sampled into Na-HEPES buffer as described above and analyzed on a BD FACSAria II SORP cell sorter (BD Biosciences, Franklin Lakes, NJ), equipped with a 70-μm nozzle and operated with filtered FACSFlow sheath fluid (BD Biosciences). Evaluation of cytometer performance, analysis of cell morphology, and cell sorting were essentially performed as described previously (77). Gating of cell populations for CFU count determination by plating was performed so that typically more than 90% of all detected events (cells) would be sorted. Viability was determined as the average percentage of sorted cells able to form a colony after 3 days of incubation at 30°C on quintuplicate YPD plates (96 cells sorted per plate).

### Calculation of growth rate dependency of maintenance energy requirements.

For chemostat cultures, specific growth rate (μ) and biomass-specific glucose uptake rate (*q_S_*) were calculated by solving biomass and substrate mass balances assuming steady-state conditions, and least squares linear regression was used to estimate maintenance energy substrate requirements (*m_S_*; intercept with *y*-axis) and theoretical maximum biomass yield (*Y_X_*_/_*_S_*^max^; reciprocal of slope) coefficients (26) from *q_S_*/μ relationships. Calculations for retentostat cultures were performed essentially as described by C. Rebnegger et al. (29): pairs of μ and *q_S_* values were calculated from biomass accumulation between adjacent sampling points, and *m_S_* values were estimated via least squares linear regression from moving windows of continuous pairs of calculated μ and *q_S_* values (including from chemostat cultivations), with the exception that moving windows of 5 *q_S_*-μ pairs were used for *m_S_* estimation.

### Whole-genome sequencing and stability of *NUBM* disruption.

Genomic DNA of CBS11895 and IMD010 was isolated using a Qiagen 100/G kit (Qiagen, Hilden, Germany) from a shake flask culture grown in YPD medium to stationary phase, according to the manufacturer’s instructions. DNA concentrations were quantified using a Qubit fluorometer, version 2.0 (Thermo Fisher Scientific). CBS11895 was sequenced by Novogene Bioinformatics Technology Co., Ltd. (Yuen Long, Hong Kong) on a HiSeq 2500 instrument (Illumina, San Diego, CA, USA) with 150-bp paired-end reads using a True-seq PCR-free library preparation (Illumina). IMD010 was sequenced on a MiSeq instrument (Illumina) using a TruSeq DNA PCR-free library preparation as described previously (78).

In order to verify the genetic stability of the *nubm^G445GC^* disruption in strain IMD010 during the prolonged glucose-limited cultivations, a minimum of four single-colony isolates from each individual chemostat and retentostat cultivation with IMD010 was tested for the presence of the mutation. To this end, the cultures were plated for single colonies on solid YPD medium at the last sampling point of each fermentation, their genomic DNA was isolated, and primers 12200 and 12201 were used to PCR amplify and Sanger sequence the site containing the *nubm*^G445GC^ disruption, as described above. The *nubm^G445GC^* genotype was still present in all investigated colonies, and no additional mutations were detected within any of the sequenced 688-bp amplicons.

### RNA extraction, RNA sequencing, and transcriptome data analysis.

Sampling for transcriptome analysis was performed by quenching culture broth directly into liquid nitrogen to immediately stop mRNA turnover (79), followed by storage at –80°C. In the case of batch cultures, sampling for transcriptome analysis was done in mid-exponential phase at a biomass dry weight concentration of approximately 0.9 g liter^−1^ with >75% of the initial glucose concentration remaining in the reactor. Processing of samples for long-term storage using AE buffer, acid-phenol-chloroform-isoamyl alcohol (125:24:1, pH 4.5; Thermo Fisher Scientific), and sodium dodecyl sulfate, as well as total RNA isolation was performed as described previously (77). The quality of the total extracted RNA was evaluated with an Agilent 2200 Tapestation (Agilent Technologies, Santa Clara, CA), and the RNA concentration was determined using a Qubit 2.0 fluorometer (Thermo Fisher Scientific) combined with a Qubit RNA BR (broad-range) assay kit (Thermo Fisher Scientific). Library preparation and RNA sequencing were performed by Novogene Bioinformatics Technology Co., Ltd. (Yuen Long, Hong Kong). Sequencing was done with an Illumina paired-end 150-bp sequencing read system (PE150) using a 250- to 300-bp insert strand-specific library which was prepared by Novogene. For the library preparation, mRNA enrichment was done using oligo(dT) beads. After random fragmentation of the mRNA, cDNA was synthetized from the mRNA using random hexamer primers. Afterwards, second-strand synthesis was done by addition of a custom second-strand synthesis buffer (Illumina), deoxynucleoside triphosphates (dNTPs), RNase H, and DNA polymerase I. Finally, after terminal repair, A ligation, and adaptor ligation, the double-stranded cDNA library was finalized by size selection and PCR enrichment.

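Reads counted on genes, as recovered from the deposited FPKM values, averaged 18771041 per sample over the 16 samples. In CBS11895 the median of the 2 samples was 18497307 in batch, 18631266 and 19404619.5 in chemostat cultures at 0.1 and 0.025 per h, and 17211063 in retentostat cultures. In IMD010 it was 20055787, 18514392.5, 19599135 and 18254756.5 in the same order.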

The sequencing data for the samples obtained by Novogene had an average read depth of 21 million reads per sample. For each sample, reads were aligned to the genome of CBS11895 (DL-1) RefSeq assembly (NCBI accession number GCF_000187245.1) (67) with the two-pass STAR procedure (80). In the first pass, a splice junction database was assembled which was used to inform the second round of alignments. Introns were allowed to be between 15 and 4,000 bp, and soft clipping was disabled to prevent low-quality reads from being spuriously aligned. Ambiguously mapped reads were removed. Expression was quantified per transcript using HTSeq count in union intersection mode (81). 

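The threshold of 10 FPKM was applied here to the mean of each group, which left 5233 genes on TMM-normalized values and 5232 on the values as deposited. Applied to the mean over all 16 samples, it left 5153. Because the number used as gene length in the deposited values is not the annotated length, the threshold corresponds to a different number of reads in each gene. With FPKM recomputed from recovered reads and annotated lengths, 5112 and 4939 genes were left by the same 2 filters.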

To exclude from the analysis genes expressed at low levels, genes with an average fragments per kilobase per million (FPKM) value below 10 in all samples were removed. 

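TMM factors computed from the recovered reads, with 30% of the log ratios and 5% of the mean levels trimmed and the geometric mean set to 1, ranged from 0.837 to 1.17. They were 0.862 and 0.837 for the 2 batch cultures of CBS11895 and 1.09 and 1.07 for those of IMD010. In chemostat cultures at 0.1 per h they were 1.13 and 1.15 for CBS11895 and 0.952 and 1.17 for IMD010, where the 2 cultures of IMD010 differed more than those of any other group. Across the 176 genes in the part of the paper's list of differentially expressed genes in batch that was used here, log2 fold changes of group means on TMM-normalized values differed from the paper's by a median of 0.02, and those without TMM factors by a median of 0.37. Of these 176 genes, 171 were called here. Their lowest log2 fold change in the paper's list was 2.80, so that genes near the fold change threshold and genes lower in IMD010 were not compared.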

Counts were normalized by TMM normalization using the edgeR package (82), and subsequently differentially expressed genes were determined with an absolute log_2_ fold change of >2 and a false-discovery rate of < 0.001. Mean normalization of transcript data was performed per gene and separately for strains CBS11895 and IMD010 using the TMM-normalized FPKM values and was done either including (for comparative expression analysis) or excluding (for analysis of growth rate-correlated gene expression) data from the batch fermentations. For identification of growth rate-correlated gene clusters, analysis of the mean-normalized transcript values versus specific growth rate was performed using the maSigPro R package (83, 84). Genes with a trend significantly different from the mean were selected with a Benjamini-Hochberg corrected *P* value of <0.1, and subsequently the regression parameters for two clusters of genes were identified with a significance cutoff of 0.05 and an *R*^2^ of >0.8. For determination of enriched Gene Ontology (GO) terms in growth rate-correlated gene clusters and sets of differentially expressed genes, the online generic GO Term Finder tool (http://go.princeton.edu/cgi-bin/GOTermFinder) and *Saccharomyces* Genome Database annotation were used. A cutoff of 0.01 was used for the corrected *P* value (Bonferroni correction), and a background list was provided containing all O. parapolymorpha CBS11895 protein-coding genes for which S. cerevisiae S288C orthologs could be identified (3,094 out of 5,325; obtained using the Orthologous Matrix Database [85]). The number of GO terms was reduced using REVIGO with an allowed similarity setting of 0.5 (86) (see Data Set S1 in the supplemental material for all identified GO terms).

### Proteome processing and data analysis.

For proteome sampling, a culture sample equivalent to 2 to 4 mg of biomass dry weight was sampled into precooled microcentrifuge tubes, pelleted by centrifugation at 4°C at 4,700 × *g* for 5 min, and washed with 1.5 ml of ice-cold 1× phosphate-buffered saline (Sigma-Aldrich). After an additional centrifugation step under identical conditions and subsequent removal of the phosphate-buffered saline, cell pellets were stored at –80°C until further processing. In the case of batch cultures, sampling for proteome analysis was done in mid-exponential phase at a biomass dry weight concentration of approximately 0.9 g liter^−1^ with >75% of the initial glucose concentration remaining in the reactor. To process samples for analysis, cell mass was normalized to a dry weight of 1.6 mg and mechanically lysed using 0.5-mm zirconium beads and a PreCellys homogenizer. Proteins were isolated using Bligh and Dyer extraction (87), followed by reduction, alkylation, and digestion using trypsin. Samples were analyzed in technical triplicates by liquid chromatography tandem mass spectrometry (LC-MS/MS) using a Vanquish UHPLC coupled to a Q Exactive Plus Orbitrap MS (Thermo Fisher Scientific). Peptides were separated using reverse-phase chromatography using a gradient of water with 0.1% formic acid (solvent A) and acetonitrile with 0.1% formic acid (solvent B) from 2% B to 45% B in 50 min. Data-dependent acquisition (DDA) was performed with a resolution setting at 70,000 within the 400- to 1,600-*m/z* range and a maximum injection time of 75 ms, followed by high-energy collision-induced dissociation-activated (HCD) MS/MS on the top 15 most abundant precursors using a resolution setting of 17,500 and a 200- to 2,000-*m/z* range with a maximum injection time of 50 ms. The minimum intensity threshold for MS/MS was 1,000 counts, and peptide species with 1 and >8 charges were excluded. MS/MS spectra were analyzed with the SEQUEST HT search engine and Proteome Discoverer, version 2.3, against the proteins of the CBS11895 (DL-1) RefSeq assembly (NCBI accession no. GCF_000187245.1) (67). Label-free quantification was performed using the top three unique peptides measured for each protein. Retention time alignment was performed on the most abundant signals obtained from nonmodified peptides measured in all samples, and results were corrected for the total ion intensities measured for each sample. For subsequent analysis, only proteins were taken along that achieved a combined detection confidence with an FDR of <1% and additionally were individually detected with an FDR of <1% in at least 5 out of the total 48 LC-MS analyses (6 per condition). For proteins that passed these requirements, protein abundance was set to 0 for individual analyses that did not exhibit a detection confidence with an FDR of <1%, and the average abundance of all analyses per condition was used for further calculation. Proteins were considered not detected for a specific condition if they were not measured at least once with a detection confidence of an FDR of <1% for that condition. Mean normalization of the protein data was performed per gene and separately for strains CBS11895 and IMD010 using the total ion intensity-normalized protein abundances.

### Data availability.

Transcript abundances, lists of differentially expressed genes, sets of growth rate-correlated genes, identified S. cerevisiae orthologs of O. parapolymorpha protein-coding genes, complete lists of enriched GO terms, and total ion intensity-normalized protein abundances are available in Data Set S1 in the supplemental material.

Genome sequencing data of CBS11895 and IMD010 are available at NCBI (https://www.ncbi.nlm.nih.gov/) under BioProject accession number PRJNA588376. RNA-seq data are available at NCBI (https://www.ncbi.nlm.nih.gov/) under Gene Expression Omnibus (GEO) accession number GSE140480. Raw proteomics data are available on figshare (https://doi.org/10.6084/m9.figshare.11398773) (88).

## Supplementary Material

Supplemental file 1

Supplemental file 2

## References

[1] CereghinoJL, CreggJM 2000 Heterologous protein expression in the methylotrophic yeast *Pichia pastoris*. FEMS Microbiol Rev 24:45–66. doi:10.1111/j.1574-6976.2000.tb00532.x.10640598

[2] LöbsAK, SchwartzC, WheeldonI 2017 Genome and metabolic engineering in non-conventional yeasts: current advances and applications. Synth Syst Biotechnol 2:198–207. doi:10.1016/j.synbio.2017.08.002.29318200PMC5655347

[3] van DijkR, FaberKN, KielJA, VeenhuisM, van der KleiI 2000 The methylotrophic yeast *Hansenula polymorpha*: a versatile cell factory. Enzyme Microb Technol 26:793–800. doi:10.1016/s0141-0229(00)00173-3.10862887

[4] WagnerJM, AlperHS 2016 Synthetic biology and molecular genetics in non-conventional yeasts: current tools and future advances. Fungal Genet Biol 89:126–136. doi:10.1016/j.fgb.2015.12.001.26701310

[5] Vieira GomesA, Souza CarmoT, Silva CarvalhoL, Mendonça BahiaF, ParachinN 2018 Comparison of yeasts as hosts for recombinant protein production. Microorganisms 6:38. doi:10.3390/microorganisms6020038.PMC602727529710826

[6] Manfrao-NettoJHC, GomesAMV, ParachinNS 2019 Advances in Using *Hansenula polymorpha* as chassis for recombinant protein production. Front Bioeng Biotechnol 7:94. doi:10.3389/fbioe.2019.00094.31119131PMC6504786

[7] KunzeG, KangHA, GellissenG 2009 *Hansenula polymorpha* (*Pichia angusta*): biology and applications, p 47–64. *In* SatyanarayanaT, KunzeG (ed), Yeast biotechnology: diversity and applications. Springer, Dordrecht, Netherlands.

[8] KurtzmanCP 2011 *Ogataea* Y. Yamada, K. Maeda & M (1994), p 645–671. *In* KurtzmanCP, FellJW, BoekhoutT (ed), The yeasts: a taxonomic study, 5th ed Elsevier, London, United Kingdom.

[9] JuergensH, NiemeijerM, Jennings-AntipovLD, MansR, MorelJ, van MarisAJA, PronkJT, GardnerTS 2018 Evaluation of a novel cloud-based software platform for structured experiment design and linked data analytics. Sci Data 5:180195. doi:10.1038/sdata.2018.195.30280721PMC6169258

[10] HinklePC 2005 P/O ratios of mitochondrial oxidative phosphorylation. Biochim Biophys Acta 1706:1–11. doi:10.1016/j.bbabio.2004.09.004.15620362

[11] FergusonSJ 2010 ATP synthase: from sequence to ring size to the P/O ratio. Proc Natl Acad Sci U S A 107:16755–16756. doi:10.1073/pnas.1012260107.20858734PMC2947903

[12] KerscherSJ 2000 Diversity and origin of alternative NADH:ubiquinone oxidoreductases. Biochim Biophys Acta 1459:274–283. doi:10.1016/s0005-2728(00)00162-6.11004440

[13] KerscherS, DroseS, ZickermannV, BrandtU 2008 The three families of respiratory NADH dehydrogenases. Results Probl Cell Differ 45:185–222. doi:10.1007/400_2007_028.17514372

[14] Joseph-HorneT, HollomonDW, WoodPM 2001 Fungal respiration: a fusion of standard and alternative components. Biochim Biophys Acta 1504:179–195. doi:10.1016/s0005-2728(00)00251-6.11245784

[15] RileyR, HaridasS, WolfeKH, LopesMR, HittingerCT, GokerM, SalamovAA, WisecaverJH, LongTM, CalveyCH, AertsAL, BarryKW, ChoiC, ClumA, CoughlanAY, DeshpandeS, DouglassAP, HansonSJ, KlenkHP, LaButtiKM, LapidusA, LindquistEA, LipzenAM, Meier-KolthoffJP, OhmRA, OtillarRP, PangilinanJL, PengY, RokasA, RosaCA, ScheunerC, SibirnyAA, SlotJC, StielowJB, SunH, KurtzmanCP, BlackwellM, GrigorievIV, JeffriesTW 2016 Comparative genomics of biotechnologically important yeasts. Proc Natl Acad Sci U S A 113:9882–9887. doi:10.1073/pnas.1603941113.27535936PMC5024638

[16] de VriesS, MarresCA 1987 The mitochondrial respiratory chain of yeast. Structure and biosynthesis and the role in cellular metabolism. Biochim Biophys Acta 895:205–239. doi:10.1016/s0304-4173(87)80003-4.2849479

[17] TarrioN, Diaz PradoS, CerdanME, Gonzalez SisoMI 2005 The nuclear genes encoding the internal (KlNDI1) and external (KlNDE1) alternative NAD(P)H:ubiquinone oxidoreductases of mitochondria from *Kluyveromyces lactis*. Biochim Biophys Acta 1707:199–210. doi:10.1016/j.bbabio.2004.12.008.15863098

[18] HunteC, ZickermannV, BrandtU 2010 Functional modules and structural basis of conformational coupling in mitochondrial complex I. Science 329:448–451. doi:10.1126/science.1191046.20595580

[19] KerscherSJ, OkunJG, BrandtU 1999 A single external enzyme confers alternative NADH:ubiquinone oxidoreductase activity in *Yarrowia lipolytica*. J Cell Sci 112:2347–2354.1038139010.1242/jcs.112.14.2347

[20] DuarteM, PetersM, SchulteU, VideiraA 2003 The internal alternative NADH dehydrogenase of *Neurospora crassa* mitochondria. Biochem J 371:1005–1011. doi:10.1042/bj20021374.12556227PMC1223338

[21] BridgesHR, GrgicL, HarbourME, HirstJ 2009 The respiratory complexes I from the mitochondria of two *Pichia* species. Biochem J 422:151–159. doi:10.1042/BJ20090492.19459785

[22] González-BarrosoMM, LedesmaA, LepperS, Pérez-MagánE, ZaragozaP, RialE 2006 Isolation and bioenergetic characterization of mitochondria from *Pichia pastoris*. Yeast 23:307–313. doi:10.1002/yea.1355.16544272

[23] KatzR, KilpatrickL, ChanceB 1971 Acquisition and loss of rotenone sensitivity in *Torulopsis utilis*. Eur J Biochem 21:301–307. doi:10.1111/j.1432-1033.1971.tb01470.x.5106112

[24] SchwitzguebelJP, PalmerJM 1982 Properties of mitochondria as a function of the growth stages of *Neurospora crassa*. J Bacteriol 149:612–619. doi:10.1128/JB.149.2.612-619.1982.6460022PMC216549

[25] BlondinB, GondeP, RatomaheninaR, ArnaudA, GalzyP 1984 A study of cyanide-insensitive respiration in the genus *Dekkera* and *Brettanomyces*. Microbiol Immunol 28:637–644. doi:10.1111/j.1348-0421.1984.tb00717.x.6482745

[26] PirtSJ 1965 The maintenance energy of bacteria in growing cultures. Proc R Soc Lond B Biol Sci 163:224–231. doi:10.1098/rspb.1965.0069.4378482

[27] VerduynC, StouthamerAH, ScheffersWA, van DijkenJP 1991 A theoretical evaluation of growth yields of yeasts. Antonie Van Leeuwenhoek 59:49–63. doi:10.1007/BF00582119.2059011

[28] CorreiaK, YuSM, MahadevanR 2017 Reconstructing the evolution of metabolism in budding yeasts. bioRxiv https://www.biorxiv.org/content/10.1101/237974v1.

[29] RebneggerC, VosT, GrafAB, ValliM, PronkJT, Daran-LapujadeP, MattanovichD 2016 *Pichia pastoris* exhibits high viability and a low maintenance energy requirement at near-zero specific growth rates. Appl Environ Microbiol 82:4570–4583. doi:10.1128/AEM.00638-16.27208115PMC4984280

[30] BoenderLG, de HulsterEA, van MarisAJ, Daran-LapujadePA, PronkJT 2009 Quantitative physiology of *Saccharomyces cerevisiae* at near-zero specific growth rates. Appl Environ Microbiol 75:5607–5614. doi:10.1128/AEM.00429-09.19592533PMC2737911

[31] VosT, HakkaartXD, de HulsterEA, van MarisAJ, PronkJT, Daran-LapujadeP 2016 Maintenance-energy requirements and robustness of *Saccharomyces cerevisiae* at aerobic near-zero specific growth rates. Microb Cell Fact 15:111. doi:10.1186/s12934-016-0501-z.27317316PMC4912818

[32] ErcanO, BisschopsMM, OverkampW, JorgensenTR, RamAF, SmidEJ, PronkJT, KuipersOP, Daran-LapujadeP, KleerebezemM 2015 Physiological and transcriptional responses of different industrial microbes at near-zero specific growth rates. Appl Environ Microbiol 81:5662–5670. doi:10.1128/AEM.00944-15.26048933PMC4551249

[33] van BodegomP 2007 Microbial maintenance: a critical review on its quantification. Microb Ecol 53:513–523. doi:10.1007/s00248-006-9049-5.17333428PMC1915598

[34] FeckeW, SledVD, OhnishiT, WeissH 1994 Disruption of the gene encoding the NADH-binding subunit of NADH: ubiquinone oxidoreductase in *Neurospora crassa*. Formation of a partially assembled enzyme without FMN and the iron-sulphur cluster N-3. Eur J Biochem 220:551–558. doi:10.1111/j.1432-1033.1994.tb18655.x.8125114

[35] VerduynC 1991 Physiology of yeasts in relation to biomass yields. Antonie Van Leeuwenhoek 60:325–353. doi:10.1007/BF00430373.1807201

[36] ChesbroW, EvansT, EifertR 1979 Very slow growth of *Escherichia coli*. J Bacteriol 139:625–638. doi:10.1128/JB.139.2.625-638.1979.378981PMC216912

[37] ArbigeM, ChesbroWR 1982 Very slow growth of *Bacillus polymyxa*: stringent response and maintenance energy. Arch Microbiol 132:338–344. doi:10.1007/BF00413386.

[38] TappeW, LavermanA, BohlandM, BrasterM, RittershausS, GroenewegJ, van VerseveldHW 1999 Maintenance energy demand and starvation recovery dynamics of *Nitrosomonas europaea* and *Nitrobacter winogradskyi* cultivated in a retentostat with complete biomass retention. Appl Environ Microbiol 65:2471–2477. doi:10.1128/AEM.65.6.2471-2477.1999.10347029PMC91364

[39] FengY, LiWF, LiJ, WangJW, GeJP, XuD, LiuYJ, WuKQ, ZengQY, WuJW, TianCL, ZhouB, YangMJ 2012 Structural insight into the type-II mitochondrial NADH dehydrogenases. Nature 491:478–482. doi:10.1038/nature11541.23086143

[40] PrömperC, SchneiderR, WeissH 1993 The role of the proton-pumping and alternative respiratory chain NADH:ubiquinone oxidoreductases in overflow catabolism of *Aspergillus niger*. Eur J Biochem 216:223–230. doi:10.1111/j.1432-1033.1993.tb18136.x.8365409

[41] von JagowG, KlingenbergM 1970 Pathways of hydrogen in mitochondria of *Saccharomyces carlsbergensis*. Eur J Biochem 12:583–592. doi:10.1111/j.1432-1033.1970.tb00890.x.4314881

[42] BakkerBM, OverkampKM, van MarisAJ, KotterP, LuttikMA, van DijkenJP, PronkJT 2001 Stoichiometry and compartmentation of NADH metabolism in *Saccharomyces cerevisiae*. FEMS Microbiol Rev 25:15–37. doi:10.1111/j.1574-6976.2001.tb00570.x.11152939

[43] Antos-KrzeminskaN, JarmuszkiewiczW 2019 Alternative type II NAD(P)H dehydrogenases in the mitochondria of protists and fungi. Protist 170:21–37. doi:10.1016/j.protis.2018.11.001.30553126

[44] BakkerBM, BroC, KotterP, LuttikMA, van DijkenJP, PronkJT 2000 The mitochondrial alcohol dehydrogenase Adh3p is involved in a redox shuttle in *Saccharomyces cerevisiae*. J Bacteriol 182:4730–4737. doi:10.1128/jb.182.17.4730-4737.2000.10940011PMC111347

[45] SuwannarangseeS, KimS, KimOC, OhDB, SeoJW, KimCH, RheeSK, KangHA, ChulalaksananukulW, KwonO 2012 Characterization of alcohol dehydrogenase 3 of the thermotolerant methylotrophic yeast *Hansenula polymorpha*. Appl Microbiol Biotechnol 96:697–709. doi:10.1007/s00253-011-3866-2.22249723

[46] SuwannarangseeS, OhDB, SeoJW, KimCH, RheeSK, KangHA, ChulalaksananukulW, KwonO 2010 Characterization of alcohol dehydrogenase 1 of the thermotolerant methylotrophic yeast *Hansenula polymorpha*. Appl Microbiol Biotechnol 88:497–507. doi:10.1007/s00253-010-2752-7.20635082

[47] WallrathJ, SchmidtM, WeissH 1991 Concomitant loss of respiratory chain NADH:ubiquinone reductase (complex I) and citric acid accumulation in *Aspergillus niger*. Appl Microbiol Biotechnol 36:76–81. doi:10.1007/BF00164702.

[48] PfeifferT, SchusterS, BonhoefferS 2001 Cooperation and competition in the evolution of ATP-producing pathways. Science 292:504–507. doi:10.1126/science.1058079.11283355

[49] MolenaarD, van BerloR, de RidderD, TeusinkB 2009 Shifts in growth strategies reflect tradeoffs in cellular economics. Mol Syst Biol 5:323. doi:10.1038/msb.2009.82.19888218PMC2795476

[50] ChenY, NielsenJ 2019 Energy metabolism controls phenotypes by protein efficiency and allocation. Proc Natl Acad Sci U S A 116:17592–17597. doi:10.1073/pnas.1906569116.31405984PMC6717264

[51] NilssonA, BjornsonE, FlockhartM, LarsenFJ, NielsenJ 2019 Complex I is bypassed during high intensity exercise. Nat Commun 10:5072. doi:10.1038/s41467-019-12934-8.31699973PMC6838197

[52] MarreirosBC, SenaFV, SousaFM, BatistaAP, PereiraMM 2016 Type II NADH:quinone oxidoreductase family: phylogenetic distribution, structural diversity and evolutionary divergences. Environ Microbiol 18:4697–4709. doi:10.1111/1462-2920.13352.27105286

[53] DominiakK, KozielA, JarmuszkiewiczW 2018 The interplay between mitochondrial reactive oxygen species formation and the coenzyme Q reduction level. Redox Biol 18:256–265. doi:10.1016/j.redox.2018.07.018.30059902PMC6078054

[54] VeigaA, ArrabacaJD, Loureiro-DiasMC 2003 Cyanide-resistant respiration, a very frequent metabolic pathway in yeasts. FEMS Yeast Res 3:239–245. doi:10.1016/S1567-1356(03)00036-9.12689632

[55] Guerrero-CastilloS, Araiza-OliveraD, Cabrera-OreficeA, Espinasa-JaramilloJ, Gutiérrez-AguilarM, Luévano-MartínezLA, Zepeda-BastidaA, Uribe-CarvajalS 2011 Physiological uncoupling of mitochondrial oxidative phosphorylation. Studies in different yeast species. J Bioenerg Biomembr 43:323–331. doi:10.1007/s10863-011-9356-5.21556887

[56] Guerrero-CastilloS, Cabrera-OreficeA, Vázquez-AcevedoM, González-HalphenD, Uribe-CarvajalS 2012 During the stationary growth phase, *Yarrowia lipolytica* prevents the overproduction of reactive oxygen species by activating an uncoupled mitochondrial respiratory pathway. Biochim Biophys Acta 1817:353–362. doi:10.1016/j.bbabio.2011.11.007.22138628

[57] Cabrera-OreficeA, Guerrero-CastilloS, Díaz-RuízR, Uribe-CarvajalS 2014 Oxidative phosphorylation in *Debaryomyces hansenii*: physiological uncoupling at different growth phases. Biochimie 102:124–136. doi:10.1016/j.biochi.2014.03.003.24657599

[58] Guerrero-CastilloS, BaertlingF, KownatzkiD, WesselsHJ, ArnoldS, BrandtU, NijtmansL 2017 The assembly pathway of mitochondrial respiratory chain complex I. Cell Metab 25:128–139. doi:10.1016/j.cmet.2016.09.002.27720676

[59] StroudDA, SurgenorEE, FormosaLE, ReljicB, FrazierAE, DibleyMG, OsellameLD, StaitT, BeilharzTH, ThorburnDR, SalimA, RyanMT 2016 Accessory subunits are integral for assembly and function of human mitochondrial complex I. Nature 538:123–126. doi:10.1038/nature19754.27626371

[60] SchäggerH, PfeifferK 2000 Supercomplexes in the respiratory chains of yeast and mammalian mitochondria. EMBO J 19:1777–1783. doi:10.1093/emboj/19.8.1777.10775262PMC302020

[61] NubelE, WittigI, KerscherS, BrandtU, SchaggerH 2009 Two-dimensional native electrophoretic analysis of respiratory supercomplexes from *Yarrowia lipolytica*. Proteomics 9:2408–2418. doi:10.1002/pmic.200800632.19343715

[62] MarquesI, DencherNA, VideiraA, KrauseF 2007 Supramolecular organization of the respiratory chain in *Neurospora crassa* mitochondria. Eukaryot Cell 6:2391–2405. doi:10.1128/EC.00149-07.17873079PMC2168242

[63] EubelH, HeinemeyerJ, SunderhausS, BraunHP 2004 Respiratory chain supercomplexes in plant mitochondria. Plant Physiol Biochem 42:937–942. doi:10.1016/j.plaphy.2004.09.010.15707832

[64] HirstJ 2018 Open questions: respiratory chain supercomplexes-why are they there and what do they do? BMC Biol 16:111. doi:10.1186/s12915-018-0577-5.30382836PMC6211484

[65] Matus-OrtegaMG, Cárdenas-MonroyCA, Flores-HerreraO, Mendoza-HernándezG, MirandaM, González-PedrajoB, Vázquez-MezaH, PardoJP 2015 New complexes containing the internal alternative NADH dehydrogenase (Ndi1) in mitochondria of *Saccharomyces cerevisiae*. Yeast 32:629–641. doi:10.1002/yea.3086.26173916

[66] LõokeM, KristjuhanK, KristjuhanA 2011 Extraction of genomic DNA from yeasts for PCR-based applications. Biotechniques 50:325–328. doi:10.2144/000113672.21548894PMC3182553

[67] RavinNV, EldarovMA, KadnikovVV, BeletskyAV, SchneiderJ, MardanovaES, SmekalovaEM, ZverevaMI, DontsovaOA, MardanovAV, SkryabinKG 2013 Genome sequence and analysis of methylotrophic yeast *Hansenula polymorpha* DL1. BMC Genomics 14:837. doi:10.1186/1471-2164-14-837.24279325PMC3866509

[68] SoucietJ, AigleM, ArtiguenaveF, BlandinG, Bolotin-FukuharaM, BonE, BrottierP, CasaregolaS, de MontignyJ, DujonB, DurrensP, GaillardinC, LépingleA, LlorenteB, MalpertuyA, NeuvégliseC, Ozier-KalogéropoulosO, PotierS, SaurinW, TekaiaF, Toffano-NiocheC, Wésolowski-LouvelM, WinckerP, WeissenbachJ 2000 Genomic exploration of the hemiascomycetous yeasts: 1. A set of yeast species for molecular evolution studies. FEBS Lett 487:3–12. doi:10.1016/s0014-5793(00)02272-9.11152876

[69] BridgesHR, FearnleyIM, HirstJ 2010 The subunit composition of mitochondrial NADH:ubiquinone oxidoreductase (complex I) from *Pichia pastoris*. Mol Cell Proteomics 9:2318–2326. doi:10.1074/mcp.M110.001255.20610779PMC2953923

[70] EldarovMA, MardanovAV, BeletskyAV, RavinNV, SkryabinKG 2011 Complete sequence and analysis of the mitochondrial genome of the methylotrophic yeast *Hansenula polymorpha* DL-1. FEMS Yeast Res 11:464–472. doi:10.1111/j.1567-1364.2011.00736.x.21545683

[71] JuergensH, VarelaJA, Gorter de VriesAR, PerliT, GastVJM, GyurchevNY, RajkumarAS, MansR, PronkJT, MorrisseyJP, DaranJG 2018 Genome editing in *Kluyveromyces* and *Ogataea* yeasts using a broad-host-range Cas9/gRNA co-expression plasmid. FEMS Yeast Res 18:foy012. doi:10.1093/femsyr/foy012.PMC601890429438517

[72] VerduynC, PostmaE, ScheffersWA, Van DijkenJP 1992 Effect of benzoic acid on metabolic fluxes in yeasts: a continuous-culture study on the regulation of respiration and alcoholic fermentation. Yeast 8:501–517. doi:10.1002/yea.320080703.1523884

[73] PostmaE, VerduynC, ScheffersWA, Van DijkenJP 1989 Enzymic analysis of the Crabtree effect in glucose-limited chemostat cultures of *Saccharomyces cerevisiae*. Appl Environ Microbiol 55:468–477. doi:10.1128/AEM.55.2.468-477.1989.2566299PMC184133

[74] VerduynC, PostmaE, ScheffersWA, van DijkenJP 1990 Physiology of *Saccharomyces cerevisiae* in anaerobic glucose-limited chemostat cultures. J Gen Microbiol 136:395–403. doi:10.1099/00221287-136-3-395.1975265

[75] MashegoMR, van GulikWM, VinkeJL, HeijnenJJ 2003 Critical evaluation of sampling techniques for residual glucose determination in carbon-limited chemostat culture of *Saccharomyces cerevisiae*. Biotechnol Bioeng 83:395–399. doi:10.1002/bit.10683.12800134

[76] BoenderLG, AlmeringMJ, DijkM, van MarisAJ, de WindeJH, PronkJT, Daran-LapujadeP 2011 Extreme calorie restriction and energy source starvation in *Saccharomyces cerevisiae* represent distinct physiological states. Biochim Biophys Acta 1813:2133–2144. doi:10.1016/j.bbamcr.2011.07.008.21803078

[77] BrickweddeA, BrouwersN, van den BroekM, Gallego MurilloJS, FraitureJL, PronkJT, DaranJG 2018 Structural, physiological and regulatory analysis of maltose transporter genes in *Saccharomyces eubayanus* CBS 12357(T). Front Microbiol 9:1786. doi:10.3389/fmicb.2018.01786.30147677PMC6097016

[78] SwiatMA, DashkoS, den RidderM, WijsmanM, van der OostJ, DaranJM, Daran-LapujadeP 2017 FnCpf1: a novel and efficient genome editing tool for *Saccharomyces cerevisiae*. Nucleic Acids Res 45:12585–12598. doi:10.1093/nar/gkx1007.29106617PMC5716609

[79] PiperMD, Daran-LapujadeP, BroC, RegenbergB, KnudsenS, NielsenJ, PronkJT 2002 Reproducibility of oligonucleotide microarray transcriptome analyses. An interlaboratory comparison using chemostat cultures of *Saccharomyces cerevisiae*. J Biol Chem 277:37001–37008. doi:10.1074/jbc.M204490200.12121991

[80] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, BatutP, ChaissonM, GingerasTR 2013 STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29:15–21. doi:10.1093/bioinformatics/bts635.23104886PMC3530905

[81] AndersS, PylPT, HuberW 2015 HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics 31:166–169. doi:10.1093/bioinformatics/btu638.25260700PMC4287950

[82] RobinsonMD, McCarthyDJ, SmythGK 2010 edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26:139–140. doi:10.1093/bioinformatics/btp616.19910308PMC2796818

[83] ConesaA, NuedaMJ, FerrerA, TalonM 2006 maSigPro: a method to identify significantly differential expression profiles in time-course microarray experiments. Bioinformatics 22:1096–1102. doi:10.1093/bioinformatics/btl056.16481333

[84] NuedaMJ, TarazonaS, ConesaA 2014 Next maSigPro: updating maSigPro bioconductor package for RNA-seq time series. Bioinformatics 30:2598–2602. doi:10.1093/bioinformatics/btu333.24894503PMC4155246

[85] AltenhoffAM, GloverNM, TrainCM, KalebK, Warwick VesztrocyA, DylusD, de FariasTM, ZileK, StevensonC, LongJ, RedestigH, GonnetGH, DessimozC 2018 The OMA orthology database in 2018: retrieving evolutionary relationships among all domains of life through richer web and programmatic interfaces. Nucleic Acids Res 46:D477–D485. doi:10.1093/nar/gkx1019.29106550PMC5753216

[86] SupekF, BosnjakM, SkuncaN, SmucT 2011 REVIGO summarizes and visualizes long lists of gene ontology terms. PLoS One 6:e21800. doi:10.1371/journal.pone.0021800.21789182PMC3138752

[87] SapcariuSC, KanashovaT, WeindlD, GhelfiJ, DittmarG, HillerK 2014 Simultaneous extraction of proteins and metabolites from cells in culture. MethodsX 1:74–80. doi:10.1016/j.mex.2014.07.002.26150938PMC4472845

[88] JuergensH, HakkaartXDV, BrasJE, VenteA, WuL, BenjaminKR, PronkJT, Daran-LapujadeP, MansR 2020 Proteomics data of glucose-grown *Ogataea parapolymorpha*. figshare 10.6084/m9.figshare.11398773.PMC737655132471916

# Supplementary material for: Contribution of Complex I NADH Dehydrogenase to Respiratory Energy Coupling in Glucose-Grown Cultures of Ogataea parapolymorpha
**Source:** Appl Environ Microbiol. 2020 Jul 20;86(15):e00678-20. doi: 10.1128/AEM.00678-20
**Supplement:** Supplemental file 1

Supplementary material

**Table S1: Physiology of wild type strain *O. parapolymorpha* CBS11895 and Complex I-disrupted mutant IMD010 in aerobic glucose-limited chemostat cultures at a dilution rate of 0.025 h<sup>-1</sup>.** Reported values are mean ± SEM calculated from two independent steady state cultures. Reported *p*-values (Student's *t*-test) refer to the difference between mean values observed for CBS11895 and IMD010. Carbon recovery calculations are based on a biomass carbon content of 48% (w/w). BDL: below detection limit (10 µM). Reported cell viability based on propidium iodide staining. Symbols: Y<sub>X/S</sub> and Y<sub>X/O2</sub> = yield of biomass dry weight on glucose and oxygen, respectively; RQ = respiratory quotient; q<sub>Glucose</sub>, q<sub>CO2</sub> and q<sub>O2</sub> = biomass-specific uptake/production rate of glucose, CO<sub>2</sub> and O<sub>2</sub>, respectively; C<sub>X</sub> = biomass dry weight concentration. The presented data was determined from chemostat cultures preceding retentostat cultivations, with exception of the biomass protein content, which was determined from separate, duplicate chemostat cultures.

| Strain                                                                 | CBS11895      | IMD010        | <i>p</i> -value |
|------------------------------------------------------------------------|---------------|---------------|-----------------|
| Actual dilution rate (h <sup>-1</sup> )                                | 0.025 ± 0.000 | 0.025 ± 0.000 | -               |
| Reservoir glucose (g L <sup>-1</sup> )                                 | 10.03 ± 0.01  | 9.75 ± 0.05   | -               |
| Residual glucose (mM)                                                  | BDL           | BDL           | -               |
| Y <sub>X/S</sub> (g biomass [g glucose] <sup>-1</sup> )                | 0.42 ± 0.00   | 0.33 ± 0.00   | <.001           |
| Y <sub>X/O2</sub> (g biomass [g O <sub>2</sub> ] <sup>-1</sup> )       | 0.78 ± 0.03   | 0.52 ± 0.01   | .030            |
| RQ                                                                     | 0.97 ± 0.02   | 1.00 ± 0.03   | .38             |
| q <sub>Glucose</sub> (mmol [g biomass] <sup>-1</sup> h <sup>-1</sup> ) | -0.34 ± 0.00  | -0.42 ± 0.01  | .044            |
| q <sub>CO2</sub> (mmol [g biomass] <sup>-1</sup> h <sup>-1</sup> )     | 0.98 ± 0.01   | 1.53 ± 0.02   | .011            |
| q <sub>O2</sub> (mmol [g biomass] <sup>-1</sup> h <sup>-1</sup> )      | -1.02 ± 0.03  | -1.52 ± 0.06  | .033            |
| C <sub>X</sub> (g biomass L <sup>-1</sup> )                            | 4.20 ± 0.01   | 3.24 ± 0.00   | .007            |
| Protein content (g protein [g biomass] <sup>-1</sup> )                 | 0.36 ± 0.01   | 0.39 ± 0.02   | .26             |

|                     |                |                 |     |
|---------------------|----------------|-----------------|-----|
| Cell viability (%)  | $99.4 \pm 0.2$ | $99.8 \pm 0.1$  | .20 |
| Carbon recovery (%) | $99.0 \pm 0.7$ | $100.0 \pm 0.7$ | .41 |

---

14

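Table S2 lists GO terms, which are standard labels for what a gene product does (biological process or molecular function) and where it is found (cellular component). The authors gave each gene the labels of its Saccharomyces cerevisiae ortholog. A term is called enriched when it occurs more often among the genes with higher transcript levels in IMD010 than among all genes with an ortholog, with the p-value corrected for the number of terms tested. The table thus covers only the differentially expressed genes that have an ortholog in baker's yeast, and it says nothing about the others.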

**Table S2: Enriched GO terms (p value cutoff 0.01; Bonferroni correction) of categories 'biological process' (BP), 'molecular function' (MF) and 'cellular component' (CC) found in set of significantly upregulated genes in *O. parapolymorpha* strain IMD010 (devoid of functional Complex I) compared to CBS11895 (wild type) in aerobic glucose-grown batch cultures.** GO enrichment analysis was based on 275 (out of 409) genes for which an *S. cerevisiae* ortholog could be identified, and a background (genome) of 3095 genes was used for testing. Redundant GO terms were removed using REVIGO. See data appendix for full list of GO terms.

| GO term    | Type | Description                                      | P value (corrected) | Genes in set | Genes in genome |
|------------|------|--------------------------------------------------|---------------------|--------------|-----------------|
| GO:0022613 | BP   | ribonucleoprotein complex biogenesis             | 5.99E-18            | 89           | 381             |
| GO:0010467 | BP   | gene expression                                  | 6.24E-17            | 162          | 1033            |
| GO:0044085 | BP   | cellular component biogenesis                    | 1.42E-15            | 135          | 796             |
| GO:0006364 | BP   | rRNA processing                                  | 3.40E-12            | 57           | 219             |
| GO:0002181 | BP   | cytoplasmic translation                          | 2.18E-09            | 37           | 121             |
| GO:0034641 | BP   | cellular nitrogen compound metabolic process     | 1.02E-08            | 177          | 1395            |
| GO:0006396 | BP   | RNA processing                                   | 6.60E-08            | 73           | 397             |
| GO:0043603 | BP   | cellular amide metabolic process                 | 3.77E-06            | 70           | 406             |
| GO:0034660 | BP   | ncRNA metabolic process                          | 4.82E-06            | 67           | 383             |
| GO:0071840 | BP   | cellular component organization or biogenesis    | 1.50E-05            | 165          | 1363            |
| GO:0043170 | BP   | macromolecule metabolic process                  | 2.57E-04            | 181          | 1592            |
| GO:0043933 | BP   | macromolecular complex subunit organization      | 5.45E-04            | 72           | 474             |
| GO:0044271 | BP   | cellular nitrogen compound biosynthetic process  | 2.49E-03            | 113          | 891             |
| GO:0033108 | BP   | mitochondrial respiratory chain complex assembly | 4.62E-03            | 12           | 31              |
| GO:0003735 | MF   | structural constituent of ribosome               | 2.23E-23            | 58           | 146             |
| GO:0005198 | MF   | structural molecule activity                     | 8.80E-18            | 62           | 205             |
| GO:0003723 | MF   | RNA binding                                      | 1.09E-04            | 67           | 427             |
| GO:0019843 | MF   | rRNA binding                                     | 4.98E-04            | 17           | 55              |
| GO:0003676 | MF   | nucleic acid binding                             | 5.71E-03            | 88           | 677             |
| GO:1990904 | CC   | ribonucleoprotein complex                        | 1.03E-28            | 116          | 462             |
| GO:0044391 | CC   | ribosomal subunit                                | 1.81E-21            | 58           | 156             |
| GO:0043228 | CC   | non-membrane-bounded organelle                   | 1.03E-14            | 138          | 850             |
| GO:0032991 | CC   | macromolecular complex                           | 1.83E-13            | 186          | 1381            |
| GO:0031974 | CC   | membrane-enclosed lumen                          | 2.60E-12            | 125          | 776             |
| GO:0005730 | CC   | Nucleolus                                        | 3.98E-12            | 56           | 218             |
| GO:0098798 | CC   | mitochondrial protein complex                    | 1.05E-08            | 41           | 156             |
| GO:0044445 | CC   | cytosolic part                                   | 1.89E-06            | 36           | 148             |
| GO:0044428 | CC   | nuclear part                                     | 5.91E-06            | 99           | 683             |
| GO:0044446 | CC   | intracellular organelle part                     | 1.38E-05            | 205          | 1848            |
| GO:0005688 | CC   | U6 snRNP                                         | 1.86E-05            | 6            | 6               |
| GO:0005732 | CC   | small nucleolar ribonucleoprotein complex        | 1.27E-04            | 9            | 19              |
| GO:1990726 | CC   | Lsm1-7-Pat1 complex                              | 3.44E-03            | 5            | 6               |

25 **Table S3: Enriched GO terms (p value cutoff 0.01; Bonferroni correction) of categories**  
26 **'biological process' (BP), 'molecular function' (MF) and 'cellular component' (CC)**  
27 **found in sets of genes that exhibited positive or negative correlation of expression**  
28 **with specific growth rate in *O. parapolymorpha* CBS11895 (wild type) and/or IMD010**  
29 **(devoid of functional Complex I), based on samples taken from glucose-limited**  
30 **chemostat (0.1 and 0.025 h<sup>-1</sup>) and late-stage retentostat (0.001 h<sup>-1</sup>) cultures. 

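The test sets of Table S3 are formed by comparing the growth rate-correlated genes of both strains in the glucose-limited cultures. In the re-computed sets, all with or without an ortholog, 657 genes were positively correlated in CBS11895 only (set a), 231 in both strains (set b) and 56 in IMD010 only (set c). Negative correlation was found for 447 genes in CBS11895 only (set d), for 193 in both strains and for 99 in IMD010 only. Without TMM factors, 623 genes were positively and 118 negatively correlated in both strains.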

Test sets:**  
31 a (positive correlation only in CBS11895; 459 genes), b (positive correlation in both  
32 CBS11895 and IMD010; 414 genes), c (positive correlation only in IMD010; 169 genes),  
33 d(negative correlation only in CBS11895; 137 genes). All gene sets were tested against a  
34 background (genome) of 3095 genes. Redundant GO terms were removed using REVIGO. See  
35 data appendix for full list of GO terms.

| Set | GO term    | Description                              | Type | P value<br>(corrected) | Genes in<br>set | Genes in<br>genome |
|-----|------------|------------------------------------------|------|------------------------|-----------------|--------------------|
| a   | GO:0051276 | chromosome organization                  | BP   | 1.14E-05               | 84              | 317                |
| a   | GO:0007059 | chromosome segregation                   | BP   | 1.33E-04               | 35              | 96                 |
| a   | GO:0098813 | nuclear chromosome segregation           | BP   | 1.12E-03               | 29              | 78                 |
| a   | GO:0000280 | nuclear division                         | BP   | 3.49E-03               | 35              | 108                |
| a   | GO:0071824 | protein-DNA complex subunit organization | BP   | 5.62E-03               | 35              | 110                |
| a   | GO:0097159 | organic cyclic compound binding          | MF   | 1.94E-03               | 216             | 1164               |
| a   | GO:0003677 | DNA binding                              | MF   | 4.32E-03               | 65              | 266                |
| a   | GO:1901363 | heterocyclic compound binding            | MF   | 5.10E-03               | 213             | 1158               |
| a   | GO:0005488 | binding                                  | MF   | 5.79E-03               | 316             | 1857               |
| a   | GO:0015630 | microtubule cytoskeleton                 | CC   | 4.00E-06               | 27              | 59                 |
| a   | GO:0043228 | non-membrane-bounded organelle           | CC   | 5.38E-04               | 169             | 850                |
| a   | GO:0000794 | condensed nuclear chromosome             | CC   | 8.34E-04               | 19              | 42                 |
| a   | GO:0005856 | cytoskeleton                             | CC   | 1.32E-03               | 39              | 128                |
| a   | GO:0044428 | nuclear part                             | CC   | 3.66E-03               | 138             | 683                |
| a   | GO:0005634 | nucleus                                  | CC   | 7.87E-03               | 229             | 1269               |
| b   | GO:0009058 | biosynthetic process                     | BP   | 1.29E-07               | 231             | 1274               |
| b   | GO:1901576 | organic substance biosynthetic process   | BP   | 1.32E-07               | 230             | 1267               |
| b   | GO:0044281 | small molecule metabolic process         | BP   | 8.22E-07               | 112             | 558                |
| b   | GO:0006520 | cellular amino acid metabolic process    | BP   | 9.12E-05               | 54              | 198                |
| b   | GO:0017144 | drug metabolic process                   | BP   | 3.21E-03               | 48              | 186                |
| b   | GO:0003824 | catalytic activity                       | MF   | 6.24E-05               | 263             | 1602               |
| b   | GO:0071162 | CMG complex                              | CC   | 4.19E-03               | 8               | 11                 |
| c   | GO:0140101 | catalytic activity, acting on a tRNA     | MF   | 2.14E-03               | 15              | 76                 |
| d   | GO:0016021 | integral component of membrane           | CC   | 1.87E-10               | 64              | 632                |
| d   | GO:0005783 | endoplasmic reticulum                    | CC   | 1.55E-08               | 47              | 413                |
| d   | GO:0012505 | endomembrane system                      | CC   | 4.65E-07               | 60              | 675                |
| d   | GO:0016020 | membrane                                 | CC   | 3.03E-06               | 81              | 1121               |
| d   | GO:0044444 | cytoplasmic part                         | CC   | 3.54E-05               | 115             | 1999               |
| d   | GO:0031984 | organelle subcompartment                 | CC   | 3.56E-05               | 37              | 356                |
| δ   | GO:0098827 | endoplasmic reticulum subcompartment     | CC   | 2.14E-04               | 29              | 259                |
| δ   | GO:0005737 | cytoplasm                                | CC   | 2.16E-03               | 129             | 2529               |

37 **Table S4: Protein abundances of nuclearly encoded Complex I subunits and alternative NADH dehydrogenases (NDH2)**  
38 **in *O. parapolymorpha* strains CBS11895 (wild type) and IMD010 (disrupted Complex I Nubm subunit).** Samples were  
39 taken from aerobic glucose-grown batch ( $0.37\text{ h}^{-1}$ ), chemostat ( $0.1$  and  $0.025\text{ h}^{-1}$ ) and retentostat ( $0.001\text{ h}^{-1}$ ) cultures. 

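Table S4 gives protein abundances from label-free mass spectrometry, which were not analysed here. For each protein, the authors took the signals of its most intense unique peptides, corrected them for the total signal of the sample and set the abundance to 0 in an analysis that did not detect the protein with sufficient confidence. The table lists essential and accessory subunits. The 22 accessory subunits had transcript levels that were on average 3.63-fold higher in chemostat cultures at 0.1 per h than in batch in CBS11895, with 17 of them at an FDR under 0.05, and 2.58-fold higher in IMD010, with 19 of them at an FDR under 0.05. Their median length is 432 bp, and no average with the trend on gene length removed is given here. Genes of 301 to 600 bp lay low in the 2 CBS11895 batch samples (median log2 deviations −1.30 and −0.93). Part of the 3.63-fold may therefore follow gene length. Between retentostat cultures and chemostat cultures at 0.025 per h, the average was 0.838-fold in CBS11895 and 0.814-fold in IMD010, with 2 and 1 of the genes lower at an FDR under 0.05. Genes of 301 to 600 bp lay higher at 0.025 per h (0.36 and 0.49 in CBS11895, 0.38 and 0.33 in IMD010) than in retentostat cultures (0.21 and 0.21, 0.16 and 0.25). Part of these averages may therefore also follow gene length.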

Data is  
40 presented as mean  $\pm$  standard deviation of two independent biological replicate analyses (each based on three technical  
41 replicates). The number between parentheses denotes how many times (out of six technical replicates) a specific protein was  
42 detected with a detection confidence of FDR  $<1\%$ . N.D.: 'not detected' (see Methods section). The Complex I subunits were  
43 assigned based on sequence homology with subunits from *Pichia pastoris* (69). For *P. pastoris* Complex I subunits NB5M, NB8M  
44 and NUTM, corresponding ORFs can be detected in the genome of *O. parapolymorpha*, but were not annotated as protein-coding  
45 in the *O. parapolymorpha* reference assembly (67) and excluded from analysis. Complex I subunit NUUM (HPODL\_05121) was  
46 excluded from proteome analysis because abundance data did not pass quality requirements for analysis (see Methods section).

| Subunit | Locus tag   | Type      | CBS11895             |                    |                       |                       | IMD010               |                    |                       |                       |
|---------|-------------|-----------|----------------------|--------------------|-----------------------|-----------------------|----------------------|--------------------|-----------------------|-----------------------|
|         |             |           | 0.37 h <sup>-1</sup> | 0.1h <sup>-1</sup> | 0.025 h <sup>-1</sup> | 0.001 h <sup>-1</sup> | 0.37 h <sup>-1</sup> | 0.1h <sup>-1</sup> | 0.025 h <sup>-1</sup> | 0.001 h <sup>-1</sup> |
| NUAM    | HPODL_03689 | Essential | 179824 ± 38% (6)     | 481529 ± 0% (6)    | 442908 ± 25% (6)      | 322146 ± 30% (6)      | 96960 ± 12% (5)      | 266627 ± 9% (6)    | 30351 ± 7% (4)        | N.D.                  |
| NUBM    | HPODL_04625 | Essential | 71482 ± 56% (6)      | 280305 ± 2% (6)    | 316559 ± 5% (6)       | 293642 ± 31% (6)      | N.D.                 | N.D.               | N.D.                  | N.D.                  |
| NUCM    | HPODL_01297 | Essential | 24688 (1)            | 375650 ± 2% (6)    | 344104 ± 10% (6)      | 144700 ± 67% (4)      | N.D.                 | 353512 ± 5% (6)    | 211590 ± 1% (6)       | N.D.                  |
| NUGM    | HPODL_03393 | Essential | 50286 (2)            | 399470 ± 0% (6)    | 370648 ± 4% (6)       | 203294 ± 39% (5)      | 15278 (1)            | 337246 ± 2% (6)    | 93404 ± 67% (3)       | N.D.                  |
| NUHM    | HPODL_01287 | Essential | 32053 ± 41% (2)      | 394675 ± 3% (6)    | 384382 ± 13% (6)      | 242639 ± 14% (6)      | N.D.                 | N.D.               | N.D.                  | N.D.                  |
| NUIM    | HPODL_02101 | Essential | N.D.                 | 77726 ± 54% (3)    | 148803 ± 16% (6)      | 14726 (1)             | N.D.                 | N.D.               | 20701 ± 11% (2)       | N.D.                  |
| NUKM    | HPODL_02758 | Essential | 8047 (1)             | 206143 ± 4% (6)    | 202897 ± 15% (6)      | 34087 ± 22% (2)       | N.D.                 | 106113 ± 1% (6)    | 23979 ± 28% (2)       | N.D.                  |
| NUEM    | HPODL_03913 | Accessory | 25354 ± 47% (2)      | 359541 ± 15% (6)   | 382660 ± 16% (6)      | 277320 ± 3% (6)       | 47377 ± 35% (2)      | 254346 ± 1% (6)    | 191010 ± 7% (6)       | N.D.                  |
| NESM    | HPODL_04326 | Accessory | N.D.                 | 329988 ± 4% (6)    | 285892 ± 6% (6)       | 29033 (1)             | N.D.                 | 354216 ± 5% (6)    | 226425 ± 4% (6)       | N.D.                  |
| NUJM    | HPODL_01263 | Accessory | N.D.                 | 251225 ± 11% (6)   | 257097 ± 9% (6)       | 126511 ± 25% (5)      | N.D.                 | 238167 ± 11% (6)   | 160546 ± 29% (6)      | N.D.                  |
| NUXM    | HPODL_00687 | Accessory | N.D.                 | 79080 (2)          | 86825 ± 16% (2)       | 15807 (1)             | N.D.                 | 113479 ± 65% (3)   | 33902 (1)             | N.D.                  |
| NUPM    | HPODL_04116 | Accessory | 42052 ± 28% (2)      | 235964 ± 28% (5)   | 218736 ± 10% (5)      | 29678 (1)             | 47353 ± 24% (2)      | 336688 ± 3% (6)    | 170028 ± 22% (5)      | N.D.                  |
| NUZM    | HPODL_02157 | Accessory | 23774 (1)            | 405364 ± 0% (6)    | 432082 ± 8% (6)       | 313045 ± 14% (6)      | N.D.                 | 282122 ± 4% (6)    | 138582 ± 84% (4)      | N.D.                  |
| NUSM    | HPODL_00962 | Accessory | 5151 (1)             | 357940 ± 25% (5)   | 416528 ± 9% (6)       | 166118 ± 85% (4)      | N.D.                 | 462020 ± 3% (6)    | 135084 ± 61% (3)      | 5393 (1)              |
| NIMM    | HPODL_04436 | Accessory | N.D.                 | 184355 ± 31% (5)   | 138416 ± 81% (4)      | 21623 (1)             | N.D.                 | 206603 ± 29% (5)   | 74854 ± 20% (3)       | N.D.                  |
| NB6M    | HPODL_04286 | Accessory | N.D.                 | 95476 ± 42% (3)    | 77662 ± 34% (3)       | 22259 (1)             | N.D.                 | 94476 ± 40% (3)    | 24656 (1)             | N.D.                  |
| N7BM    | HPODL_02876 | Accessory | N.D.                 | 207768 ± 25% (5)   | 236554 ± 0% (6)       | 21041 (1)             | N.D.                 | N.D.               | N.D.                  | N.D.                  |
| NUYM    | HPODL_02906 | Accessory | N.D.                 | 284591 ± 5% (6)    | 273960 ± 11% (6)      | 175143 ± 49% (5)      | N.D.                 | N.D.               | N.D.                  | N.D.                  |
| NIAM    | HPODL_04805 | Accessory | 30291 ± 29% (2)      | 279664 ± 0% (6)    | 150171 ± 45% (5)      | 19912 (1)             | 28892 ± 20% (2)      | 292267 ± 0% (6)    | 88641 ± 48% (3)       | N.D.                  |
| NUMM    | HPODL_01160 | Accessory | N.D.                 | 146881 ± 10% (6)   | 136240 ± 1% (6)       | 37833 ± 44% (3)       | 3085 (1)             | 16775 (2)          | 4790 (1)              | N.D.                  |
| NUFM    | HPODL_00771 | Accessory | N.D.                 | 242389 ± 14% (6)   | 302979 ± 2% (6)       | 181680 ± 18% (5)      | N.D.                 | 204788 ± 1% (6)    | 81068 ± 26% (3)       | N.D.                  |
| NB4M    | HPODL_02851 | Accessory | N.D.                 | 145115 ± 6% (6)    | 158945 ± 12% (6)      | 15871 (1)             | N.D.                 | 16112 (1)          | 25179 ± 7% (2)        | N.D.                  |
| NI2M    | HPODL_05260 | Accessory | 62507 (2)            | 346886 ± 1% (6)    | 387578 ± 17% (6)      | 237959 ± 15% (5)      | 42787 ± 44% (2)      | 417024 ± 17% (6)   | 245943 ± 4% (6)       | N.D.                  |
| NIPM    | HPODL_02838 | Accessory | N.D.                 | 182097 ± 72% (4)   | 125963 ± 52% (3)      | 24355 (1)             | N.D.                 | 116294 ± 67% (3)   | 84215 ± 52% (3)       | N.D.                  |
| ACPM2   | HPODL_02246 | Accessory | N.D.                 | 540289 ± 5% (6)    | 499646 ± 11% (6)      | 161965 ± 82% (3)      | N.D.                 | 517691 ± 16% (6)   | 381346 ± 2% (6)       | 259593 ± 38% (5)      |
| NIDM    | HPODL_04828 | Accessory | N.D.                 | 363610 ± 4% (6)    | 327785 ± 4% (6)       | 6049 (1)              | 9165 ± 6% (2)        | 397009 ± 18% (6)   | 196454 ± 33% (5)      | N.D.                  |
| NI8M    | HPODL_04214 | Accessory | N.D.                 | 343986 ± 2% (6)    | 298730 ± 10% (6)      | 28227 (1)             | 32510 ± 0% (2)       | 200145 ± 19% (6)   | 27715 ± 18% (2)       | N.D.                  |
| ACPM1   | HPODL_01821 | Accessory | 618989 ± 9% (6)      | 883525 ± 6% (6)    | 761495 ± 1% (6)       | 581073 ± 23% (6)      | 719983 ± 4% (6)      | 815408 ± 18% (6)   | 734720 ± 2% (6)       | 754365 ± 6% (6)       |
| NI9M    | HPODL_05148 | Accessory | 23012 (1)            | 287906 ± 23% (5)   | 292372 ± 8% (6)       | 87698 ± 76% (3)       | 41804 ± 26% (2)      | 335671 ± 25% (6)   | 168099 ± 15% (4)      | 12915 (1)             |
| NDH2-1  | HPODL_02792 | NDH2      | 274434 ± 37% (6)     | N.D.               | N.D.                  | N.D.                  | 203027 ± 36% (5)     | 55633 ± 60% (3)    | 50900 ± 83% (3)       | N.D.                  |
| NDH2-2  | HPODL_00256 | NDH2      | 540086 ± 0% (6)      | 337718 ± 11% (6)   | 490208 ± 21% (6)      | 467389 ± 4% (6)       | 517421 ± 5% (6)      | 295604 ± 5% (6)    | 394630 ± 0% (6)       | 450323 ± 7% (6)       |
| NDH2-3  | HPODL_02018 | NDH2      | 118201 ± 2% (6)      | N.D.               | 20315 ± 87% (3)       | 44509 ± 34% (4)       | 112193 ± 3% (6)      | N.D.               | 7744 (1)              | 50213 ± 31% (5)       |

48 Figure S1

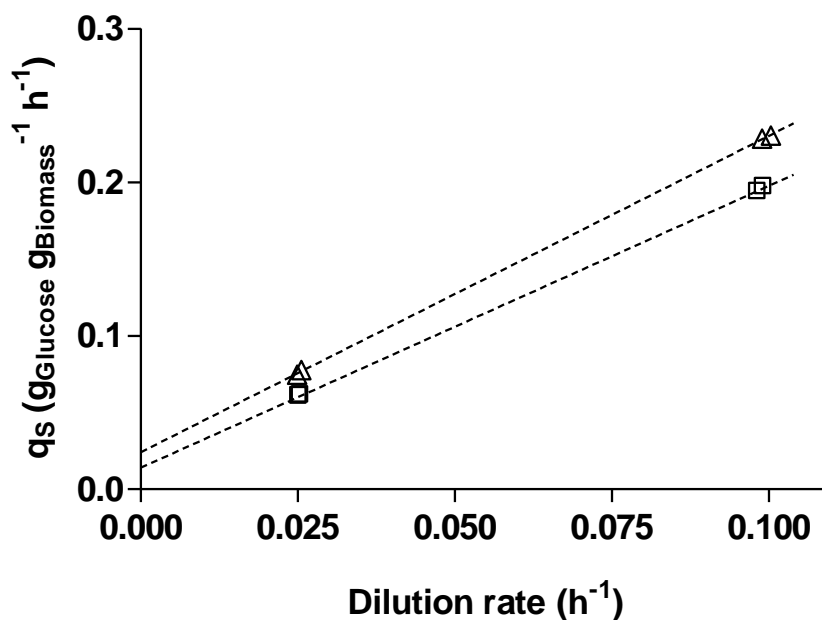

49  
50 **Figure S1: Biomass-specific glucose uptake rate ( $q_s$ ) of wild type *O. parapolymorpha***  
51 **CBS11895 (squares) and Complex I-deficient strain IMD010 (triangles) in aerobic,**  
52 **glucose-limited chemostat cultures.** Each data point represents an independent biological  
53 replicate. Least squares linear regression (dashed lines) was used to estimate maintenance  
54 energy requirements ( $m_s$ ; intercept with y axis) and theoretical maximum biomass yield  
55 ( $Y_{x/s}^{\max}$ ; reciprocal of slope) coefficients.

56 Figure S2

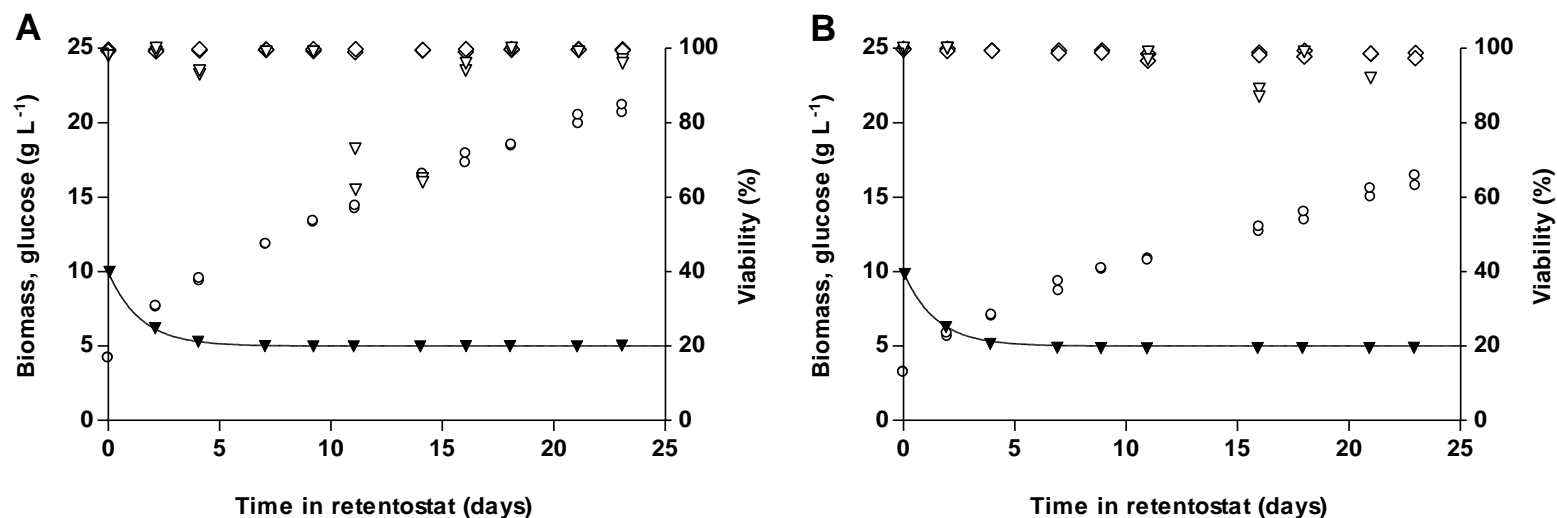

57

58 **Figure S2: Biomass accumulation profile, viability and feed glucose concentration of aerobic glucose-limited *O.***

59 ***parapolymorpha* retentostat cultures of wild-type strain CBS11895 (A) and the congenic Complex I-deficient mutant**

60 **IMD010 (B).** Depicted are the measured biomass dry weight concentration (open circles), culture viability based on propidium

61 iodide staining (open diamonds) and CFU determination (open triangles), and predicted (solid line) and measured (closed

62 triangles) feed glucose concentration in the mixing vessel of two independent cultures from each strain.

63 Figure S3

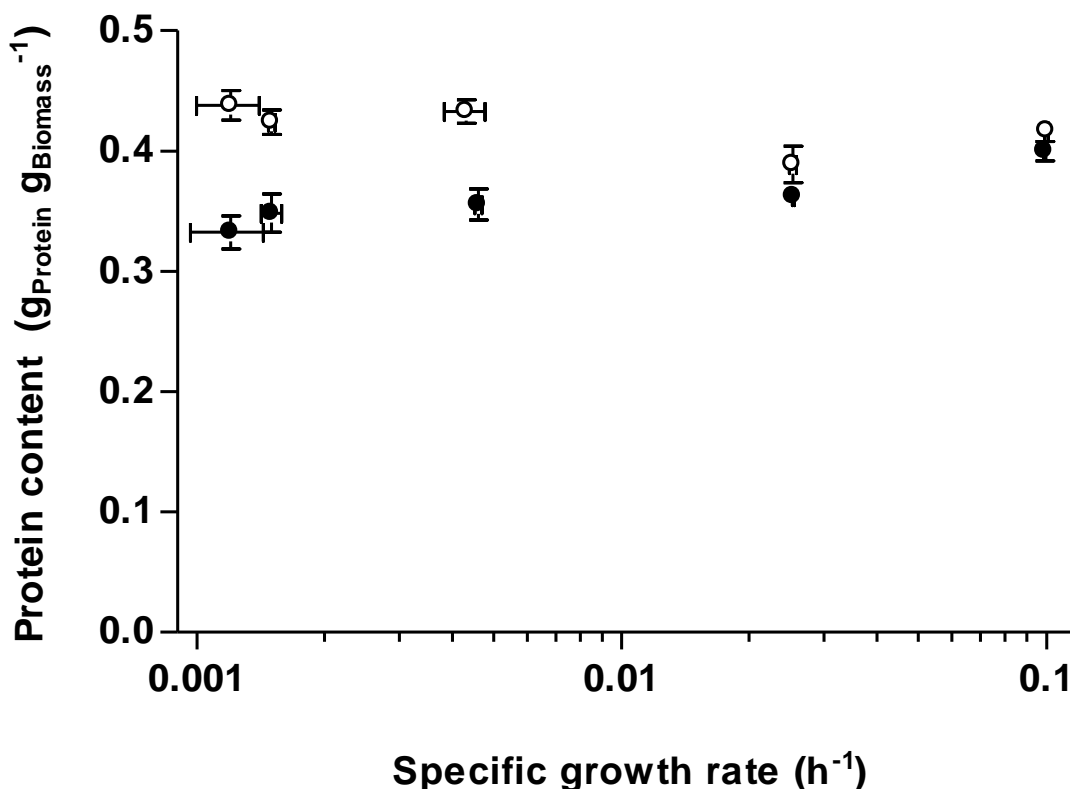

64  
65 **Figure S3: Biomass protein content of *O. parapolymorpha* strains CBS11895 (wild**  
66 **type; closed circles) and IMD010 (Complex I-deficient; open circles) at different**  
67 **specific growth rates.** Samples were taken from steady state aerobic glucose-limited  
68 chemostat cultures (specific growth rates of 0.1 h<sup>-1</sup> and 0.025 h<sup>-1</sup>) and from aerobic glucose-  
69 limited retentostat cultures after 4, 11 and 21 days of cultivation (specific growth rates  
70 below 0.025 h<sup>-1</sup>). For each data point samples were taken from two independent cultures,  
71 and data is presented as mean ± standard deviation. Horizontal error bars represent  
72 standard deviation of specific growth rate determined for retentostat cultures. For  
73 retentostat culture samples, the mean protein content of CBS11895 was found to be

74 significantly lower than that of IMD010 at each equivalent sampling point (Student's  $t$ -test,  
75  $p < .05$ ).

76 Figure S4

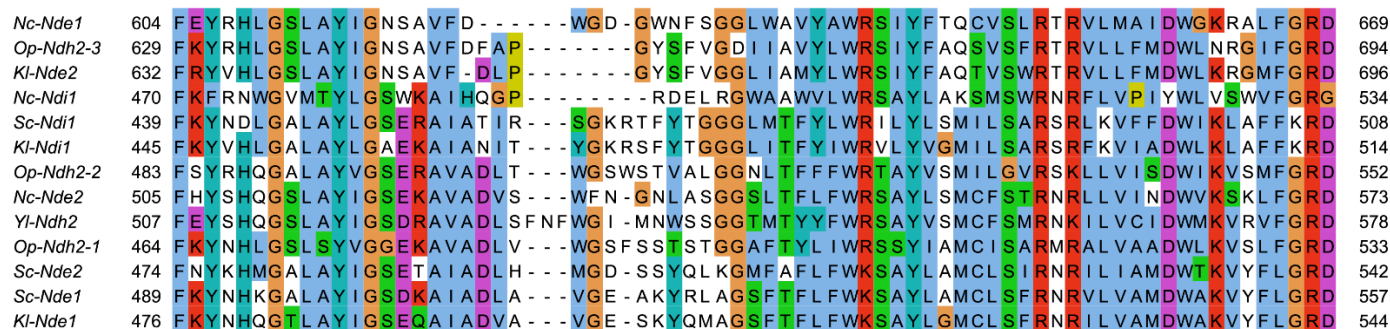

78 **Figure S4: Section of MUSCLE sequence alignment showing the characteristic**  
79 **conserved C-terminal domain (39) of the three putative *O. parapolymorpha***  
80 **alternative NAD(P)H dehydrogenases and known fungal/yeast alternative NAD(P)H**  
81 **dehydrogenases.** Visualized by Jalview using Clustalx residue colors. *Kl*, *Kluyveromyces*  
82 *lactis*, *Nc*, *Neurospora crassa*, *Op*, *Ogataea parapolymorpha*, *Sc*, *Saccharomyces cerevisiae*, *Yl*,  
83 *Yarrowia lipolytica*.

Figure S5

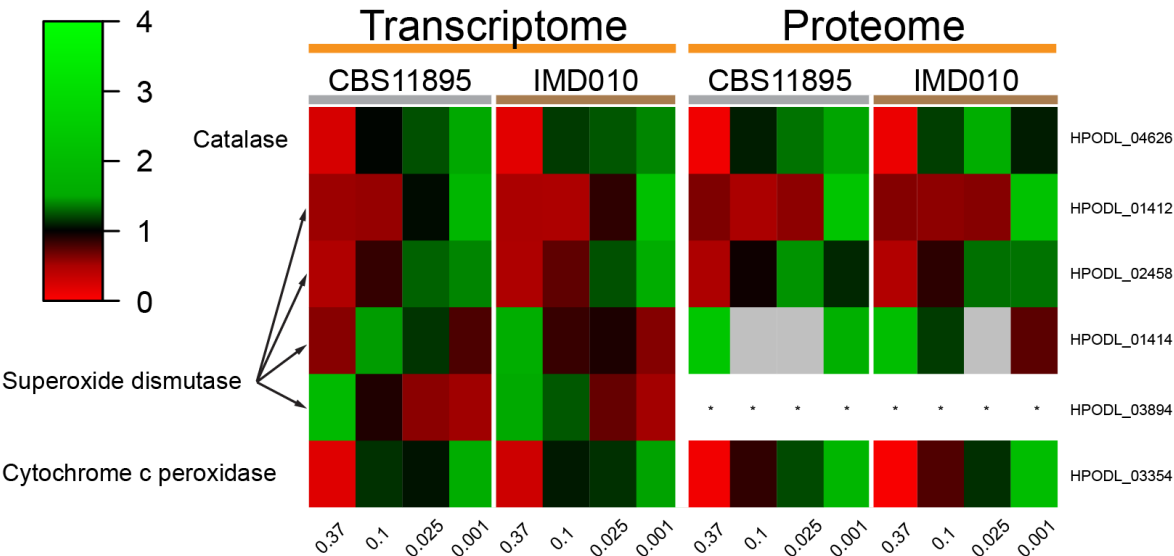

**Figure S5: Mean-normalized transcript and protein abundances of genes related to detoxification of reactive oxygen species in *O. parapolymorpha* strains CBS11895 (wild type) and IMD010 (disrupted Complex I Nubm subunit).** Samples were taken from duplicate independent aerobic glucose-grown batch ( $0.37 \text{ h}^{-1}$ ), chemostat ( $0.1$  and  $0.025 \text{ h}^{-1}$ ) and late-stage retentostat ( $0.001 \text{ h}^{-1}$ ) cultures. Transcript and protein abundances were mean-normalized separately for each gene and strain. Grey color: protein not detected based on criteria described in Methods section. Annotation of *O. parapolymorpha* catalase and superoxide dismutases was taken from (67), and HPODL\_03354 was identified as ortholog of *S. cerevisiae* cytochrome c peroxidase (*CCP1*) via the orthologous matrix database (see methods section). \*HPODL\_03894 was excluded from proteome analysis because abundance data did not pass quality requirements for analysis (see Methods section).

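Mean-normalization in Figure S5 divides each gene's value in a condition by its mean over the conditions of the same strain, so that colors compare conditions within a gene and not genes with each other. The transcript levels behind it are given in TMM-normalized FPKM (mean ± SD, n = 2 cultures) in the order batch, chemostat at 0.1 per h, chemostat at 0.025 per h and retentostat. Catalase in CBS11895 was at 6024 ± 558, 18576 ± 524, 26182 ± 1331 and 31583 ± 749.7. In IMD010 it was at 3085 ± 445, 21815 ± 5560.3, 23363 ± 29.5 and 29784 ± 2508. Superoxide dismutase HPODL_01412 was at 1903 ± 384, 1465 ± 21.7, 3164 ± 412 and 5626 ± 79.8 in CBS11895 and at 1514 ± 94.7, 1495 ± 42.6, 2729 ± 98.9 and 7804 ± 157 in IMD010. HPODL_01414 was at 37.0 ± 6.02, 66.2 ± 1.26, 61.2 ± 3.99 and 41.0 ± 0.815 in CBS11895 and at 116 ± 2.98, 59.8 ± 18.3, 68.2 ± 1.42 and 52.6 ± 1.32 in IMD010. HPODL_03894 was at 9649.7 ± 8.84, 3330.4 ± 74.2, 2535 ± 8.70 and 2265 ± 41.5 in CBS11895 and at 5845 ± 150, 5126 ± 1891, 2847 ± 151 and 2429 ± 120 in IMD010. HPODL_02458 was at 647 ± 208, 876 ± 12.6, 1561 ± 276 and 1669 ± 12.5 in CBS11895 and at 525 ± 19.7, 822 ± 85.4, 1425 ± 65.0 and 2063 ± 82.4 in IMD010. Cytochrome c peroxidase was at 7282 ± 749.8, 32620 ± 1019, 35236 ± 7256 and 52791 ± 2359 in CBS11895 and at 8882 ± 732, 33364 ± 2989, 35900 ± 1610 and 53387 ± 466 in IMD010.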

98   References

- 99   39.    Feng Y, Li WF, Li J, Wang JW, Ge JP, Xu D, Liu YJ, Wu KQ, Zeng QY, Wu JW, Tian CL,  
100        Zhou B, Yang MJ. 2012. Structural insight into the type-II mitochondrial NADH  
101        dehydrogenases. *Nature* 491:478-82.
- 102   67.    Ravin NV, Eldarov MA, Kadnikov VV, Beletsky AV, Schneider J, Mardanov AV, Skryabin KG. 2013. Genome  
103        sequence and analysis of methylotrophic yeast *Hansenula polymorpha* DL1. *BMC*  
104        Genomics 14:837.
- 105   69.    Bridges HR, Fearnley IM, Hirst J. 2010. The subunit composition of mitochondrial  
106        NADH:ubiquinone oxidoreductase (complex I) from *Pichia pastoris*. *Mol Cell*  
107        Proteomics 9:2318-26.
- 108
- 109

How the deposited data were processed for this re-analysis (not part of the article)

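Messenger RNA was sequenced from CBS11895 (wild type) and IMD010 (nubm mutant), each grown in batch cultures (specific growth rate 0.37 per h), in glucose-limited chemostat cultures at 0.1 and 0.025 per h and in late-stage retentostat cultures (0.001 per h). With 2 independent cultures of each strain under each of the 4 conditions there were 16 samples in 8 groups, and every sample was assigned to its strain, condition and replicate number from the labels of the deposit. Neither the labels nor the paper states that cultures with the same replicate number were run or sequenced together. All 16 samples were used.

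The authors aligned the reads to the CBS11895 (DL-1) assembly with STAR, removed reads with more than 1 possible position, counted reads per transcript with HTSeq and deposited FPKM values, 1 value per gene and sample, without a filter on low values. The paper's Data Set S1 calls these values TMM-normalized. The deposited FPKM values are not counts. Within a gene, the values of the 16 samples were whole multiples of the value of 1 read, and the reads behind 100% of the values above 0 were recovered in this way for 5400 genes, while 8 genes were at 0 in all samples. The recovered reads added up to 16522183 to 20898682 per sample (median 18514392.5). The scale of each sample was given by this total alone, so that no TMM factor was found in the deposited values. The number by which the reads of a gene were divided ran from 1 to 1120, was a whole number for 5398 of the 5400 genes, and was not the annotated length. Transcript levels were therefore not compared between genes, except in averages and sums over subunits of complex I.

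TMM factors were computed from the recovered reads in R 4.3.3 (trims of 30% of the log ratios and 5% of the mean log levels, geometric mean of the factors set to 1), and the deposited FPKM values were divided by them. Genes with a mean TMM-normalized FPKM of at least 10 in at least 1 of the 8 groups were kept, which left 5233 genes. Values were tested as log2 (TMM-normalized FPKM + 1) with limma 3.58.1 in 1 fit of all 16 samples with 8 groups, and p-values were adjusted over the genes by the Benjamini-Hochberg procedure. IMD010 was compared with CBS11895 under each condition at the thresholds of the paper, an absolute log2 fold change above 2 and an FDR under 0.001. Genes named by the paper were read at an FDR under 0.05. Whether the strain effect differed between conditions was tested with interaction contrasts in the same fit. In a contrast of 2 groups, 4 samples are compared and the spread is shared over all 8 groups. The depth gives whole reads as the smallest step of a value, and for most genes the spread between the 2 cultures of a group, not the number of reads, set the precision.

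For growth rate, the TMM-normalized FPKM values of a gene in the 6 glucose-limited samples of a strain were divided by their mean and regressed on the specific growth rate (3 rates). A gene was called when the F test of the linear term had an adjusted p-value under 0.1 and R2 was above 0.8. Slopes of the 2 strains were compared with an interaction term. The level of the 7 essential nuclear subunits of complex I was compared between conditions as the mean over the genes of the ratio of group means, with the SD between cultures combined over both groups. Gene groups were formed from words in product names, since GO terms were not used here, and tested with Fisher's exact test.

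The genes named in the text follow a rule written before the data were examined: every gene the paper names (NUBM, the essential subunits, the accessory subunits as a group, the 3 alternative NADH dehydrogenases and the 6 genes of Figure S5), the 3 genes with the largest and the 3 with the smallest log2 fold change in batch cultures and the 2 in each direction under each other condition, among the genes called with the 2 cultures of one strain above or below both of the other, and the 2 genes with the largest slope in each direction among those called in both strains. Genes named outside this rule are marked as named after their values were seen. The thresholds, the model with 8 groups, the tests by growth rate and most alternatives were also set before the data were examined. The tests set for deposited counts (edgeR, with DESeq2 as an alternative) were not used, since the deposited values are FPKM, and limma took their place, as was laid down in advance. The recovered reads were used for the TMM factors, a filter, the thinning of libraries and voom weights.

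Alternatives tried were median-of-ratios size factors, no filter on low values, a filter on the recovered reads (at least 10 in 2 samples and 15 over all samples), a fit of only the 4 samples of a contrast, the replicate number as a further factor, removal of a smooth trend on gene length from each sample (local regression, span 0.3), both of these together, an absolute log2 fold change above 1 with an FDR under 0.05, omission of each culture in turn and, for growth rate, values without TMM factors, a quadratic term, log2 values, log10 of the rate and no R2 threshold. Added after the values were seen were a pseudocount of 0.1, values without TMM factors in the strain comparison and for the groups by product name, the replicate factor for these groups, voom weights on the recovered reads, a filter on the mean over all 16 samples, annotated gene lengths, a replicate factor with the IMD010 numbers exchanged and, for growth rate, a limma test and removal of the trend on gene length.

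The steps were tested on simulated data with a dispersion of 0.02. Of 200 genes changed 8-fold between the strains in 1 condition, 99.5% were called and 0 of the unchanged genes were, and with no change 0 of 5175 genes were called. Of 200 genes changed 4-fold with growth rate, 79.5% were called, together with 12 unchanged genes, and of 1500 genes changed 2-fold, 72.5% were called, together with 47 unchanged genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used to read the values and to draw the figures.

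Proteome, enzyme and physiological measurements were not analysed here. GO terms, ortholog lists, gene GC content and maSigPro were not used here, and the alternatives that need GC content, edgeR or DESeq2 were not run. Only the part of Data Set S1 that was available in full was used, which holds 1999 of the tested genes in its list of FPKM values and 176 of the genes the authors list as different in batch cultures. Together these lists gave product names for 2110 of the tested genes, while the groups by product name were formed from the 1999 alone.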

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

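Tests of the authors' normalization and all tests of single genes and of interactions in this part were chosen only after the result was seen, while those of gene length, depth, abundant genes and spread for the number of genes in batch cultures were set earlier.

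The effect of the nubm mutation differed between batch cultures and each glucose-limited culture, as tested with an interaction term in the fit of all 16 samples. At an absolute log2 difference above 2 and an FDR under 0.001, the strain effect in batch cultures differed from that at 0.1 per h for 587 genes (469 higher and 118 lower), from that at 0.025 per h for 111 genes and from that in retentostat cultures for 93 genes. The number against 0.1 per h was not recomputed without replicate 1 of IMD010 at that rate, which lay far from replicate 2 (SD over genes 0.889). The difference between these replicates had a correlation of 0.674 with the log2 fold change of batch over 0.1 per h in CBS11895. Part of the number against 0.1 per h, here and with the settings below, may therefore follow this culture. The strain comparison itself gave 374 genes in batch cultures against 4, 1 and 7 in the others. A trend on gene length is a candidate explanation. Log2 levels in the 2 CBS11895 batch samples, against the other samples, rose by 0.624 and 0.505 per doubling of gene length, and by 0.0190 and 0.00233 in the 2 IMD010 batch samples. With this trend removed from each sample, 204 genes were called in batch cultures, and these included 124 of the 366 genes higher and 1 of the 8 genes lower without this step. The interaction then gave 364 genes against 0.1 per h, of which 213 were also among the 587, 15 genes against retentostat cultures, of which 11 were also among the 93, and 0 genes against 0.025 per h, where 3264 genes had an unadjusted p-value under 0.05. Against retentostat cultures the number at an unadjusted p-value under 0.05 was 2959. With this step the calls at these thresholds were thus lost against 0.025 per h, mostly lost against retentostat cultures and lost in part against 0.1 per h, while many smaller differences were left in each comparison. The number of genes called in batch cultures also fell and remained larger than under the other conditions, so that gene length does not fully explain this number.

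Other technical explanations were tested on the number of the strain comparison in batch cultures, and those of depth, abundant genes and spread on this number alone. With the reads of all samples thinned to 16522183, 370 genes were called in batch cultures and 4, 3 and 8 under the other conditions. Without the 50 most abundant genes the numbers were 377 and 4, 1 and 7. By the fold change alone, without a test and so without the spread between cultures, 413 genes were past the threshold in batch cultures and 9, 7 and 17 under the other conditions. Without TMM factors 441 genes were called in batch cultures, where TMM moves the median log2 fold change by 0.347. The interaction without TMM factors gave 460 genes against 0.1 per h, 102 against retentostat cultures and 16 against 0.025 per h, so that the 111 genes of this last comparison depend on the scaling between samples as well as on the length trend. Bias by GC content was not tested, and the labels give no library batches. A difference between the strains that appears in batch cultures is 1 hypothesis, but the values cannot be told apart from a bias of the CBS11895 batch libraries that follows GC content, and part of the 374 genes may follow gene length, since 124 of the 366 higher and 1 of the 8 lower genes were among the 204 called with the length trend removed.

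The strain effect on the 3 alternative NADH dehydrogenases also differed between batch cultures and chemostat cultures at 0.1 per h by the same interaction test. The differences (batch minus 0.1 per h, log2) were −2.74 for Ndh2-1 (FDR = 0.000179), −1.03 for Ndh2-2 (FDR = 0.00299) and −1.26 for Ndh2-3 (FDR = 0.0048). Ndh2-1 was lower in IMD010 in batch cultures (log2 fold change −0.63) and higher at 0.1 per h (2.11), while Ndh2-2 and Ndh2-3 were lower in batch cultures (−1.13 and −1.15) and near the level of CBS11895 at 0.1 per h (−0.10 and 0.10). In batch cultures, both IMD010 cultures were below both CBS11895 cultures for each of the 3 genes, and at 0.1 per h both were above for Ndh2-1, while the cultures of the 2 strains overlapped for the other 2 genes. For Ndh2-1 the difference was −2.31 with the length trend removed and −2.40 without replicate 1 of IMD010 at 0.1 per h, the culture that lay far from its replicate. Neither gene length nor this single culture accounts for this difference. With the length trend removed, the log2 fold change of Ndh2-1 at 0.1 per h was 1.996. Without TMM factors it was 1.999 and the difference was −2.28. In both settings the decrease of Ndh2-1 in batch cultures was thus smaller than that given above. All genes in its length class had a median log2 fold change of −0.61 in batch cultures, so that this decrease may follow gene length. A strain effect on Ndh2-1 that depends on the culture condition may remain as a hypothesis, with GC content not tested.

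The same test gave differences (batch minus 0.1 per h) for 4 of the 7 essential subunits of complex I: −0.71 for NUBM (FDR = 0.00677), −2.09 for NUGM (FDR = 0.00156), −0.61 for NUIM (FDR = 0.0324) and −1.41 for NUKM (FDR = 0.0113). Between batch and retentostat cultures it gave differences for 4 of the 6 genes of Figure S5: −0.88 for catalase (FDR = 0.0123), −0.79 for superoxide dismutase HPODL_01412 (FDR = 0.0101), 1.28 for superoxide dismutase HPODL_01414 (FDR = 0.00311) and −0.82 for superoxide dismutase HPODL_03894 (FDR = 0.0267). Against 0.025 per h, NUBM (FDR = 0.00765) and NUGM (FDR = 0.0259) also differed, but NUIM (FDR = 0.258) and NUKM (FDR = 0.163) did not detectably. Against retentostat cultures, NUBM differed (FDR = 0.0217), but NUGM, NUIM and NUKM did not detectably (FDR = 0.093, 0.183 and 0.236). HPODL_01412 did not differ detectably against 0.1 or 0.025 per h (FDR = 0.143 and 0.658), while catalase, HPODL_01414 and HPODL_03894 did. In batch cultures, both IMD010 cultures were below both CBS11895 cultures for 6 of these 8 genes and above them for HPODL_01414, while the cultures overlapped for NUIM. These 8 genes and the 3 NADH dehydrogenases make 11 genes. With the length trend removed, 10 of the 11 had the same sign and an FDR under 0.05. For NUGM, NUIM, NUKM and HPODL_01412 the trend runs against the difference, so that its removal enlarges it and is no test, and for HPODL_03894 it left the difference at −0.82. These 5 genes were not put to the test by this step, and of the other 6, 5 passed. The exception was NUBM, at −0.36 (FDR = 0.119, and 0.286 without TMM factors), whose difference depends on these settings. Without TMM factors, 6 of the 11 had the same sign and an FDR under 0.05, and the other 5 also had the same sign, at −0.25 for NUBM, −0.15 for NUIM, −0.42 for catalase, −0.32 for HPODL_01412 and −0.36 for HPODL_03894. For HPODL_01414, the only positive difference, omission of TMM factors can only add to the difference and is no test, and of the other 10 genes, 5 passed. Since omission of TMM factors shifts batch values of all genes in one direction, the differences of the 5 that did not pass cannot be separated from the scaling between samples. Without replicate 1 of IMD010 at 0.1 per h, all 7 genes compared with that condition kept more of the difference than they lost. For Ndh2-1, Ndh2-2 and Ndh2-3, which passed in all 3 of these settings, the difference may be a strain effect that depends on the condition, which remains a hypothesis with GC content not tested. Against 0.1 per h, NUGM and NUKM passed without TMM factors and without the replicate, while the length trend was no test for them. Against retentostat cultures neither had an FDR under 0.05, and against 0.025 per h only NUGM had.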

How the results depend on the processing

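Some alternatives in this part were chosen only after the values were seen. They were a pseudocount of 0.1 and values without TMM factors in the strain comparisons and for groups by product name. Others were the replicate block for these groups (4 in batch cultures, as without it) and voom weights. The filter on the mean over all 16 samples, annotated gene lengths and exchanged replicate numbers of IMD010 were also among them. For growth rate, they were the limma test and the gene-length offset. Alternatives that need GC content (a GC offset, alone or with the replicate block) or the count tests of edgeR or DESeq2 (the DESeq2 Wald test, the edgeR exact test and the edgeR quasi-likelihood test of the growth rate) were not run.

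In all, 99 results were recomputed, 50 of them for single genes other than NUBM in the strain comparison and Ndh2-1 at 0.1 per h, which are given below. Of these 50, 49 kept their direction in every fit of all samples or of the 4 samples of a contrast, and 36 also kept their side of the threshold. Single-gene results fell below their threshold 35 times: 12 in fits of only the 4 samples, 6 without TMM factors, 4 each with the gene-length offset, the replicate block and both together, 2 with voom, and 1 each with median-of-ratios size factors, without a filter and with a pseudocount of 0.1. The exception in direction among the 50 was superoxide dismutase HPODL_01414 in CBS11895, whose log2 fold change of retentostat over batch cultures was 0.15 and became −0.27 with the gene-length offset, alone (FDR = 0.108) or with the replicate block (FDR = 0.0933). Over the alternatives of this result, the FDR ran from 0.0933 to 0.451. The cause was not tested.

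The number of genes higher in IMD010 in batch cultures (366) stayed between 348 and 441 under the other settings, but was 128 with the gene-length offset, 101 with offset and replicate block, and 1023 at an absolute log2 fold change above 1 and an FDR under 0.05. The number of genes lower (8) was 76, 74 and 935 under these 3 settings, 5 with median-of-ratios size factors, in the fit of only the 4 samples and with annotated lengths, and 0 without TMM factors, where 3738 genes had an unadjusted p-value under 0.05. At 0.1 per h, the 3 genes higher and 1 lower became 0 and 0 in the fit of only the 4 samples (173 genes at an unadjusted p-value under 0.05) and with the replicate block (2160 genes), 2 and 0 with the offset (2188 genes), 1 and 0 with offset and block (2193 genes), 0 and 1 without TMM factors (1993 genes), and 57 and 11 at the lower thresholds. At 0.025 per h, the single gene lower in IMD010 was lost, leaving 0, in the fit of only the 4 samples (1697 genes at an unadjusted p-value under 0.05), with the block (742), the offset (801), both (774) and voom (726). It was also lost without TMM factors, where another gene was lower and the number stayed at 1. The 0 genes higher became 1 without TMM factors, and the lower thresholds gave 24 higher and 10 lower. In retentostat cultures the 6 genes higher stayed between 5 and 8. Of these 6, HPODL_01115, named after its values were seen, was lost in the fit of only the 4 samples, with the block, with block and offset, without TMM factors and with annotated lengths, and HPODL_03770 with a pseudocount of 0.1. In the same cultures, the 1 gene lower became 2 in the fit of only the 4 samples, with a pseudocount of 0.1, with voom and with annotated lengths, and 3 without TMM factors. The lower thresholds gave 34 and 47. The cause was not tested, except that removal of the length trend itself lowered the batch number.

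Ndh2-1 at 0.1 per h (log2 fold change 2.11) kept its direction in all settings but missed the thresholds in the fit of only the 4 samples (2.11, FDR = 0.577), with the replicate block (2.11, FDR = 0.00103), with the offset (1.996, FDR = 0.00034), with both (1.996, FDR = 0.000832) and without TMM factors (1.999, FDR = 0.000111). Its FDR over all alternatives ran from 0.000111 to 0.577. The NUBM transcript in batch cultures (−0.29) was reversed without TMM factors, at 0.0625 (FDR = 0.707, with 0.0783 to 0.833 over its alternatives). In the fit of only the 4 samples, NUBM was higher in IMD010 at 0.025 per h (0.49, FDR = 0.039, with 0.039 to 0.145 over its alternatives) and in retentostat cultures (0.33, FDR = 0.0272, with 0.0272 to 0.475 over its alternatives), which it was not in the fit of 16 samples. The same fit left 0 of the 3 alternative NADH dehydrogenases higher in batch than at 0.1 per h in IMD010 (3 at an unadjusted p-value under 0.05), 0 of the 7 essential complex I subunits higher at 0.1 per h than in batch (5 at an unadjusted p-value under 0.05), and 1 higher and 0 lower of the 6 genes of Figure S5 between retentostat cultures and 0.1 per h (4 at an unadjusted p-value under 0.05). In these contrasts, the fit of 4 samples takes its spread from the 2 unlike IMD010 cultures at 0.1 per h. The cause was not tested.

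Numbers of growth rate-correlated genes depended on the scaling and on the form of the regression. In CBS11895 (888 positive and 640 negative), values without TMM factors gave 1359 and 350, also with the filter on the mean over all 16 samples 1351 and 347, the quadratic term 1830 and 1819, log10 of the rate 531 positive, and the limma test 1185 negative. In IMD010 (287 and 292), values without TMM factors gave 916 and 172, with the filter on the mean 904 and 171, the replicate block 10 and 4, log10 of the rate 177 and 510, the limma test 939 and 853, log2 values 501 positive, and the quadratic term 549 negative. In both strains together (231 and 193), these settings gave 623 and 118 without TMM factors, 117 negative with the filter on the mean added (there 68.4% of the IMD010 genes were shared), 10 and 3 with the replicate block, 102 and 325 with log10 of the rate, 717 and 637 with the limma test, and 479 negative with the quadratic term. The cause was not tested.

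The fold of the essential complex I subunits between 0.1 per h and batch cultures was 1.69 in CBS11895, with 2.27 without TMM factors, 1.53 with the offset and 1.55 as a ratio of sums with annotated lengths, and it was 2.67 in IMD010 and 1.87 as a ratio of summed FPKM. With annotated lengths in place of the deposited divisor, that ratio of sums was 2.66, so that the lower value comes with the weights that the divisor gives the genes. In IMD010, the fold between retentostat cultures and 0.025 per h was 1.02, with 0.982 as a geometric mean, 1.05 as a ratio of sums, 1.05 also with annotated lengths, 1.01 with median-of-ratios size factors, 0.89 without TMM factors and 1.04 with the offset. For groups by product name, the number with an adjusted p-value under 0.05 among genes higher in IMD010 in batch cultures became 0 against the shortest genes and 0 with the offset (2 groups at an unadjusted p-value under 0.05 in each), and among genes positively correlated in both strains it became 2 without TMM factors. Apart from the ratio of sums in IMD010, the cause was not tested.

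Leaving out 1 culture leaves a group with 1 sample and gives no test. By the fold change alone, 347 to 474 genes were higher in IMD010 in batch cultures and 10 to 12 in retentostat cultures across the 4 fits that each left out one replicate. Wider ranges were found for genes lower in batch cultures (10; 6 to 23), higher (8; 2 to 16) and lower (1; 1 to 154) at 0.1 per h, higher (3; 2 to 8) and lower (4; 3 to 7) at 0.025 per h and lower in retentostat cultures (5; 6 to 8). Genes with R2 above 0.8 in IMD010 numbered 324 to 1437 for positive slopes (368 with all samples) and 338 to 1013 for negative slopes (395), and in CBS11895 737 to 1154 and 489 to 954. HPODL_01414 changed direction in some of these fits, with log2 fold changes of −0.0094 to 0.32 for retentostat over batch cultures in CBS11895 and −0.46 to 0.16 for retentostat cultures over 0.1 per h in IMD010. The cause was not tested.

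Depth limits the strain effect of genes with few reads. The CBS11895 retentostat levels of HPODL_03768 and HPODL_03771 rest on 1 to 6 reads, so that their log2 fold changes depend on the pseudocount. They also depend on the gene length used.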

Differences from the paper's values

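Alternatives in this part that were chosen only after the values were seen are marked as such.

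A gap between numbers of genes is called closed below when neither number is more than 1.5 times the other, which does not mean that the number of the paper was reached.

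Figure 5B of the paper shows more genes past the thresholds in glucose-limited cultures than were found here. At 0.1 per h, 3 genes were higher in IMD010 against about 7 in the paper's Fig. 5B, read by eye. At 0.025 per h, 0 were higher (729 genes in all at an unadjusted p-value under 0.05) and 1 was lower against about 4 and about 3 in the paper's Fig. 5B, and in retentostat cultures 1 was lower against about 5 in the paper's Fig. 5B. None of the alternatives set before the data were examined, and none of those chosen after seeing the values, closed these 4 gaps.

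In IMD010, 579 genes were growth rate correlated against the paper's 1074. Of the alternatives set before the data were examined, values without TMM factors (1088) closed the gap, the quadratic term (853) and log2 values (849) closed it only in the sense of 1.5 times and stayed below the paper's number, and median-of-ratios size factors (691), log10 of the rate, the filter on the recovered reads (581), no R2 threshold (579) and the replicate block (14) did not. Values without TMM factors with a filter on the mean over all 16 samples (1075), chosen after seeing the values, also closed it, and the gene-length offset (750), chosen after seeing the values, came within 1.5 times of the paper's number and left most of the gap, while the filter on the mean alone (581) and the limma test (1792), also chosen after seeing the values, did not.

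The paper's Fig. 6A splits these genes by direction. For CBS11895, 888 genes were positively correlated against about 1400 in the paper's Fig. 6A, and 640 negatively against about 350. For IMD010 the numbers were 287 against about 900 and 292 against about 170, and in both strains 231 against about 620 and 193 against about 120. Of the alternatives set before the data were examined, values without TMM factors closed all 6 gaps, at 1359, 350, 916, 172, 623 and 118. The quadratic term (1830, above it) and no R2 threshold (1141, below it) came within 1.5 times of the number of the genes positively correlated in CBS11895, and no other alternative of this kind closed any of the 6. Values without TMM factors with a filter on the mean over all 16 samples, chosen after seeing the values, also closed all 6, at 1351, 347, 904 and 171 in the single strains and 117 for the negative genes of both strains, and the limma test, chosen after seeing the values, closed the positive ones, at 1237, 939 and 717.

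For HPODL_05358 in batch cultures, named after its values were seen, the log2 fold change was 4.69 (standard error 0.66) against 6.60 in the paper's Data Set S1. None of the alternatives set before the data were examined closed the gap. A pseudocount of 0.1 (6.30) and voom weights (6.52), both chosen after seeing the values, closed it. Of 176 genes of the paper's Data Set S1 that could be compared, 20 differed by more than 1 standard error, and 0 did with a pseudocount of 0.1, which was chosen after seeing the values.

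The paper lists all of these 176 genes as different between the strains in batch cultures, with 2.80 as their lowest log2 fold change. Of them, 171 were called here. The other 5, named after their values were seen, were HPODL_04667, HPODL_00950, HPODL_03711, HPODL_04753 and HPODL_03432, with log2 fold changes of 2.77 to 2.96 and FDRs of 0.00100 to 0.00399, above the threshold. The fit of only the 4 samples, set before the data were examined, called all 5, and the filter on the mean over all 16 samples and annotated gene lengths, both chosen after seeing the values, called 1 of them, HPODL_03711. The paper states that no known subunit of complex I was among the genes that differed in batch cultures, while the accessory subunit NUYM was called here with a log2 fold change of 2.02. It was not called with the gene-length offset (0.86, FDR = 0.00746), alone or with the replicate block (FDR = 0.00335), or in the fit of only the 4 samples (FDR = 0.00542), all set before the data were examined, and over all alternatives its FDR ran from 0.000191 to 0.00746. The paper describes most growth rate-correlated genes of each strain as positively correlated, and here the share in IMD010 was 49.6%. The largest increase in batch cultures in the paper's Data Set S1 is that of HPODL_05358, and here it was that of HPODL_03724, with a log2 fold change of 5.21. With a pseudocount of 0.1, chosen after seeing the values, the largest increase among the genes called was also that of HPODL_05358 (6.30).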

Other observations

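Only the regroupings of the growth rates and the comparison of IMD010 and CBS11895 without a replicate were set earlier, and all other tests in this part were chosen only after the result was seen.

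Replicate 1 of IMD010 at 0.1 per h lay far from replicate 2. The SD over genes of the log2 difference between them was 0.889, against 0.135 to 0.282 in the other 7 groups, and 119 genes differed by more than 2. With the length trend removed the SD was 0.868, and without the 50 most abundant genes it was 0.889. The totals of the 2 samples had a ratio of 0.9998. The correlation of replicate 1 across genes was highest with replicate 2 (0.942), followed by replicate 1 of CBS11895 at 0.1 per h (0.933), which goes against an exchanged label. A mixture of replicate 2 with another group at the best share (50% of CBS11895 batch) left an SD of 0.684, so that most of the spread was left by a mixed sample of this kind. The difference between the replicates had a correlation of 0.674 with the log2 fold change of batch over 0.1 per h in CBS11895. GC content and reads from other organisms were not tested. The design gives no condition that differs between the 2 cultures, and no biological explanation was tested.

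Growth rates were reassigned to the 6 glucose-limited samples of each strain. Of the 36 assignments that place 1 sample of each replicate number at each rate, 1 of 36 called as many genes in CBS11895 as the real one, which is the real one itself, with 1312 genes as the highest number among the others and a median of 0. In IMD010, 2 of 36 called as many as the real one (579), and the other called 625. Among all 90 assignments, which include those that put samples of the same replicate number together, 1 and 2 called as many. In IMD010, 1 assignment other than the real one thus gave a larger number of genes. The ratio of CBS11895 to IMD010 genes with R2 above 0.8 was 2.00 with all samples, and 0.896 (1226 against 1368 genes) without replicate 1 at 0.1 per h in both strains. The smaller number of growth rate-correlated genes in IMD010 may therefore come from the spread between its 2 cultures at 0.1 per h. A test of the difference in slope between the strains gave 0 genes at an adjusted p-value under 0.1 and 319 at an unadjusted p-value under 0.05.

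The number by which the reads of each gene were divided had 1120 distinct values, against 1388 distinct annotated lengths, with a Spearman correlation of −0.383 with the length and of 0.986 with the rank of the length in alphabetical order. A candidate explanation is that ranks of lengths sorted as text took the place of the lengths. HPODL_04957, named after its values were seen, with 1008 bp and a divisor of 3, had deposited values from 2380975 to 4423396. Comparisons between samples within a gene are not touched by this divisor, apart from the filter on low values and the pseudocount.

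Groups by product name among genes higher in IMD010 in batch cultures were tested against the shortest genes only, since short genes were over-represented. The number of groups with an adjusted p-value under 0.05 was then 0, with 2 at an unadjusted p-value under 0.05. Cytosolic ribosomal proteins were 1 of these 2 groups, with 11 genes against 5.08 expected (odds ratio 3.10, adjusted exact p = 0.0924), where the odds ratio was 8.98 against all genes. With the length trend removed there were 3 against 0.72 expected (odds ratio 4.74, adjusted exact p = 0.237). Part of the enrichment may follow gene length, given the 0 groups past the threshold in this test of gene length bias between libraries, and whether the rest is more than chance is not settled.

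In retentostat cultures of IMD010, the 5 genes in the first 7 kb of chromosome V had 5909 and 7090 reads in all, against 18 to 148 in the other 14 samples. The genes HPODL_03770 (log2 fold change 5.23) and HPODL_03772 (5.01) lie in this region and were named after their values were seen. The lower of the 2 cultures had 39.9 times the reads of the highest other sample, so that a single culture does not explain it. Of the 14 chromosome ends, 1 had a gene called higher within 10 kb, and the median log2 fold change of the 75 genes tested there was −0.0854, which goes against an effect on chromosome ends in general. HPODL_03869, at 175013 to 175618 on the same chromosome and also named after its values were seen, had 91421 and 79403 reads in IMD010 and 2319 and 2068 in CBS11895 retentostat cultures (log2 fold change 5.30, standard error 0.19, FDR = 2.91e-08, higher in 2 of 2 cultures). GC content, reads shared between paralogs and strain variants were not tested.

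HPODL_03374, at 279 bp a short gene, was lower in IMD010 in all 3 glucose-limited cultures, with log2 fold changes of −2.64 at 0.1 per h, −2.33 at 0.025 per h and −1.84 in retentostat cultures (FDR = 0.000935), and higher in batch cultures at 0.51 (FDR = 0.047), each with the 2 cultures of a strain on the same side of both cultures of the other. The interaction test of batch cultures against these 3 cultures gave differences of 3.15 (FDR = 0.000179), 2.84 (FDR = 0.000456) and 2.35 (FDR = 0.000523), in the same order. With the length trend removed, the log2 fold changes were −2.34 at 0.1 per h, −2.14 at 0.025 per h, −1.82 in retentostat cultures and, in the opposite direction to before, −1.28 in batch cultures (FDR = 0.00143, 0.00273, 0.00404 and 0.00187). The 3 differences then were 1.07 (FDR = 0.025), 0.86 (FDR = 0.0736) and 0.55 (FDR = 0.245), so that most of the difference between batch and the other cultures was lost with this step. No biological explanation was tested.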
